# Single Eye mRNA-Seq Reveals Normalisation of the Retinal Microglial Transcriptome Following Acute Inflammation

**DOI:** 10.3389/fimmu.2019.03033

**Published:** 2020-01-09

**Authors:** Oliver H. Bell, David A. Copland, Amy Ward, Lindsay B. Nicholson, Clemens A. K. Lange, Colin J. Chu, Andrew D. Dick

**Keywords:** microglia, transcriptome, uveitis, retina, resolution, mRNA-Seq, lipopolysaccharide (LPS), heterogeneity

## Abstract

**Background:** Whether retinal microglia can maintain or restore immune homeostasis during and after inflammation is unclear. We performed single-eye mRNA-sequencing on microglia at different timepoints following a single inflammatory stimulus to characterise their transcriptome during and after resolution of endotoxin-induced uveitis (EIU).

**Experimental Approach:** *Cx3cr1*^*CreER*^*:R26-tdTomato* (C57BL/6) male heterozygotes were administered tamoxifen via different regimes at 4–5 weeks of age. Four weeks post-tamoxifen, mice were injected intravitreally with 10 ng lipopolysaccharide (endotoxin induced uveitis, EIU). Six-hundred retinal microglia were obtained by FACS from individual naïve retinas and at 4 h, 18 h, and 2 weeks following EIU induction. Samples were sequenced to a depth of up to 16.7 million reads using the SMART-Seq v4 Ultra Low Input RNA kit. The data was analysed using Partek software and Ingenuity Pathway Analysis. Genes were considered differentially-expressed (DEG) if the FDR step-up *p*-value was ≤0.05 and the fold-change was ≥±2.

**Results:** Flow cytometric analysis indicates that the *Cx3cr1*^*CreER*^*:R26-tdTomato* strain is both sensitive (>95% tagging) and specific (>95% specificity) for microglia when tamoxifen is administered topically to the eye for 3 days. During “early” activation, 613 DEGs were identified. In contrast, 537 DEGs were observed during peak cellular infiltrate and none at 2 weeks, compared to baseline controls (1,069 total unique DEGs). Key marker changes were validated by qPCR, flow cytometry, and fluorescence microscopy. C5AR1 was identified and validated as a robust marker of differentiating microglial subsets during an LPS response.

**Conclusion:** Using EIU to provide a single defined inflammatory stimulus, mRNA-Seq identified acute transcriptional changes in retinal microglia which returned to their original transcriptome after 2 weeks. Yolk-sac derived microglia are capable of restoring their homeostatic state after acute inflammation.

## Introduction

It has been challenging to investigate microglia during inflammatory contexts primarily because distinguishing them from infiltrating monocytes and macrophages has been unreliable due to similar expression of cell-surface markers (1–6). Microglia contribute to an immunosuppressive environment, are derived from the yolk-sac, reside within two distinct niches in the retina, and show differential regulation because of inherent microglial heterogeneity (7, 8). Nonetheless conflicting data remains on how microglia regulate or promote inflammation depending on insult (9, 10). During inflammation microglia alter their homeostatic state (8, 11–13). In acute inflammation, markers including *C5ar1* show promise in delineating sub-populations of microglia mounting an LPS response (13). We wished to determine if the microglial transcriptome resets after an acute and resolving insult, or if homeostatic thresholds have been reset or altered permanently.

Recent advancements in transgenic mouse lines, but also in identification of markers that are “microglial-specific,” for example *Cd44, P2ry12, Siglech*, and *Tmem119*, have contributed in various degrees toward microglial identification (12, 14–20). However, loss of these markers at the transcript level are observed when microglia are perturbed and some of these markers are lost at the protein level, highlighting the need for careful validation of these markers as microglial-specific given their expression is dependent upon the disease context (8, 11–13). The *Cx3cr1*^*CreER*^*:R26-tdTomato* mouse strain permits binary discrimination of the microglia from other immune cells. The model utilises the high expression of *Cx3cr1* in microglia and the longevity (as low level self-replication) of microglia in comparison to other immune cells (14).

In this study, we validate the *Cx3cr1*^*CreER*^*:R26-tdTomato* strain as sensitive and specific for tagging retinal microglia and perform mRNA-Sequencing on microglia obtained from individual retina during and after resolution of acute inflammation induced by intravitreal injection of LPS [the endotoxin-induced uveitis (EIU) model]. We show that the retinal microglia undergo acute transcriptional changes which resolve to their original homeostatic state by 2 weeks and support microglial heterogeneity in response to inflammatory signals.

## Materials and Methods

### Mice

*Cx3cr1*^*CreER*^*:R26-tdTomato* mice on a C57BL/6J background were provided by Clemens Lange (University of Freiburg, Germany). Breeding colonies of homozygotes were established, and offspring crossed with C57BL/6J mice to generate heterozygotes for experiments. Genotyping (via PCR) of breeding pairs was performed. Mice were confirmed as negative for the *Rd8* mutation (21).

All mice were housed at the University of Bristol Animal Services Unit under specific pathogen free conditions with food and water *ad libitum*. All procedures were conducted in concordance with the United Kingdom Home Office licence (PPL 30/3281) and were approved by the University of Bristol Ethical Review Group. The study also complied with the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Visual Research.

#### Tamoxifen Preparation and Administration

Tamoxifen (T5648; Sigma-Aldrich, Poole, UK) was dissolved in corn oil (C8267; Sigma-Aldrich) to a concentration of 20 or 5 mg/mL, for subcutaneous injection and topical administration, respectively. The solutions were freshly prepared by overnight incubation in an orbital shaker at 42°C and 300 rpm. Mice were injected with 200 μL subcutaneously [100 μL into both the lower (inguinal) left and right quadrants using a 25G needle] on days 1 and 3; alternatively, mice were administered 10 μL topically to the eye three times daily (minimum gap of 2 h between dosing) for up to 4 days.

#### Induction of EIU

Prior to anesthesia, pupils were dilated using topical tropicamide 1% w/v and phenylephrine 2.5% w/v (Minims; Chauvin Pharmaceuticals, Romford, UK). Mice were anaesthetised by intraperitoneal injection of 90 μL/10 g body weight of a solution containing 6 mg/mL ketamine (Ketavet; Zoetis Ireland Ltd., Dublin, Ireland) and 2 mg/mL Xylazine (Rompun; Bayer plc, Newbury, UK) mixed with sterile water.

Mice were selected for injection (or to be used as a control) in a constrained randomised order within blocks using Excel 2016 (Microsoft, Redmond, WA); blocks were dependent on cage allocations, which itself was dependent on the litter they were derived from. The allocations ensured that all experiments had littermate controls.

Intravitreal injections were performed as previously described (22). In brief, 2 μL volume of PBS containing 10 ng LPS from *E. coli* 055:B5 (Sigma-Aldrich) was delivered into the intravitreal space via the pars plana, using an operating microscope and a 33-gauge needle on a microsyringe (Hamilton Company, Reno, NV) under direct visualisation. Immediately following injection, 1% w/w chloramphenicol ointment (Martindale Pharma, Romford, UK) was applied topically, with the animals monitored and kept on a heat-pad during recovery.

#### EIU Clinical Assessment

At selected time-points (4 h, 18 h, and 2 weeks) post-injection, pupils were dilated and mice anaesthetised for clinical assessment. The Micron IV retinal imaging microscope (Phoenix Research Laboratories, Pleasanton, CA) was used to capture optical coherence tomography (OCT) scans, and brightfield and fluorescence fundal images.

Prior to imaging, the Micron IV CCD and OCT were calibrated in accordance with the manufacturer's protocol. The gain was set to +3 dB and the FPS to 15, or +12 dB and 2 for brightfield and tdTomato fluorescence imaging, respectively. For tdTomato imaging, a 550/25 nm bandpass excitation and 590 nm longpass emission filter were used (Edmund Optics, Barrington, NJ).

For OCT, the parameters were defined according to the manufacturers protocol, and scans were taken 30 times in rapid succession and averaged. Full-length B-scans were taken horizontally and vertically with the optic disc centered. Images were stored in the TIFF file format.

### Isolation and Flow Cytometric Phenotyping of Retinal Immune Cells

Eyes were dissected in 100 μL ice-cold PBS with aqueous, vitreous, and retina extracted by a limbal incision, lens removal and transfer into a 1.5 mL microcentrifuge tube. The tissue was mechanically disrupted by rapping the tube along an Eppendorf rack 12 times before transfer into a 96-well 60 μm nylon mesh filter plate (Merck Millipore, UK). The plate was centrifuged at 400 *xg* for 5 min and the supernatant aspirated. The remaining cell pellet was resuspended in FACS buffer (PBS supplemented with 3% v/v Foetal calf serum and 0.9 mg/mL sodium azide) and transferred to a 96-well V-bottom plate for FACS staining.

Single cell suspensions from spleen and brain were generated by mechanical dissociation through a 70 μm cell strainer with a syringe plunger. Cells were centrifuged at 400 *xg* for 3 min, erythrocytes lysed using ammonium-chloride-potassium (ACK) buffer, and cells resuspended in FACS buffer. Cells were incubated with purified rat anti-mouse CD16/32 Fc block [Clone 2.4G2; Becton Dickson (BD) Biosciences, Oxford, UK] and 7-aminoactinomycin D (7AAD; Thermo Fisher Scientific, Waltham, MA) diluted in FACS buffer for 20 min at 4°C. Cells were then incubated with an antibody cocktail containing fluorochrome-conjugated monoclonal antibodies (see Supplementary Table 1) against various mouse cell-surface markers for 20 min at 4°C. All mAbs were titrated and tested using control tissues.

Cell suspensions were acquired using a 4-laser Fortessa X-20 flow cytometer (BD Cytometry Systems, Oxford, UK). Compensation was performed using OneComp eBeads (Thermo Fisher Scientific), Anti-Rat Ig, κ/Negative Control Compensation Particles Set (BD Biosciences), or AbC total antibody compensation bead kit (Thermo Fisher Scientific). To compensate tdTomato, cell suspensions prepared from *Cx3cr1*^*CreER*^*R26-tdTomato* homozygote brains were used. Fluorescence-minus-one (FMO) controls were used to assist in gating of the markers selected for validation. Following acquisition, analysis was performed using FlowJo software (Treestar, San Carlos, CA).

#### Fluorescence-Activated Cell Sorting

Retinal single cell suspensions were re-suspended in 200 μL FACS buffer containing DRAQ7 (DR77524; Biostatus, Shepshed, UK). Live microglial cells (tdTomato^hi^ DRAQ7^−^) were immediately sorted using a BD Influx Cell Sorter. Retinal samples were prepared in small batches in order to maintain cell viability and ensure high quality RNA.

Cells were sorted into 0.2 mL endonuclease-free tubes containing 0.05 μL RNase inhibitor, 0.95 μL lysis buffer, and a variable amount of nuclease-free water depending on the number of cells collected: $9.5-\left(\frac{x}{850}*3\right)$ μL, where *x* is the number of cells isolated, using components of the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio USA, Inc., Mountain View, CA). Samples were sorted in a constrained randomised order in blocks; blocks were made as small as possible and consisted of a balance of every experimental group to ensure that time- or order-dependent (batch) effects of sorting were mitigated.

### mRNA-Sequencing

#### Sample and Library Preparation

Samples were prepared using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing, according to the user manual, to convert the mRNA into cDNA and amplify by Long Distance (LD) PCR (16 cycles for 600 cells). cDNA was isolated using the Agencourt AMPure XP Kit (Beckman Coulter, Brea, CA) and quantified using the Agilent High Sensitivity DNA Kit on an Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA). The library preparation was performed using the Nextera XT DNA Library Preparation Kit (Illumina Inc., San Diego, CA).

#### Sequencing and Analysis

Samples were sequenced to depths of up to 16.7 million single-end 75 nt length reads per sample using the Illumina NextSeq 500/550 High Output v2 kit (75 cycles) on an Illumina NextSeq 500 Sequencing System. Image analysis, base calling, and generation of sequence reads were produced using the NextSeq Control Software v2.0 (NCS) and Real-Time Analysis Software v2 (RTA). Data was converted to FASTQ files using the bcl2fastq2 v2.20 software (Illumina Inc.).

Sequencing data was initially quality-checked using FastQC^1^, before alignment and initial analysis. The data was processed through an analysis pipeline using the Partek Flow (Build version 6.0.17.0614; Partek Inc., St. Louis, MO) software with the following task nodes (non-default parameters are specified in brackets): Trim adapters (inputting Nextera XT Index Kit v2 adapter sequences^2^, Trim bases (From 3′ end, 1 base), Trim bases [from 3′ end with minimum quality score (Phred) of 30], Align reads using STAR (2.5.3a using mm10 as the reference index), Quantify to transcriptome (Partek E/M using mm10 – Ensembl Transcripts release 89 as the reference index) (Supplementary Figures 1, 2).

The Partek Flow data output was further analysed using Partek Genomics Suite (PGS) (Version 6.6, Build 6.16.0812). PGS normalises data using the reads per kilobase million (RPKM) approach and performs differential gene expression analysis using an ANOVA model; a gene is considered differentially-expressed (DEG) if it has an FDR step-up *p* ≤ 0.05 and a fold-change ≥±2. The data was subsequently analysed for enrichment of GO terms and the KEGG pathways; a pathway is considered significantly-enriched if the enrichment score is ≥3 (equivalent to a *p* ≤ 0.05). The fold-change and *p*-values of all genes were then imported into Ingenuity Pathway Analysis (IPA) version 01-13 (Qiagen Bioinformatics, Aarhus, Denmark) and analysed according to the manual. Pathways were considered significantly altered if they had a *p* ≤ 0.05 and a z-score (directionality score) ≥±2. PGS and IPA were both used to generate figures.

### Quantitative PCR

The remaining cDNA generated from the sorted cells was used for transcript-level validation. qPCR was performed using the TaqMan Universal Master Mix II, with UNG (4440038) and TaqMan gene expression probes (4331182) on a Quantstudio 3 Real-Time PCR system (A28137; all products from Thermo Fisher Scientific). Samples were run in technical duplicate, using 1 ng as the input amount, and analysed using the equation: 2^Cq(mean (control))−Cq(sample)^.

The probes used were: *Bst2* (mm1609165_g1), *C5ar1* (mm00500292_s1), *Cd44* (mm01277161_m1), *Fas* (mm01204974_m1), *Lair1* (mm00618113_m1), *Mertk* (mm00434920_m1), *Milr1* (mm01242703_m1), *P2ry12* (mm01950543_s1), *Siglech* (mm00618627_m1), *Slamf1* (mm00443317_m1).

### Immunohistochemistry

Eyes from euthanised mice were enucleated and fixed in 4% v/v PFA for 1 h before dissection. The anterior portion of the eye (cornea, iris, ciliary body, and lens) was carefully removed and an eyecup prepared. The eyecup tissue was blocked in 5% v/v normal goat serum (Vector Laboratories, CA, USA), 1% v/v BSA, and 3% v/v Triton x-100 (both Sigma Aldrich) in PBS for 4 h at room temperature with gentle shaking. Eyecups were then incubated at 4°C overnight with a rabbit anti-mouse anti-RFP mAb (600-401-379; Rockland Immunochemicals Inc., Limerick, PA) and for target validation experiments a Super Bright 600-conjugated anti-mouse CD44 mAb (Supplementary Table 1) was used in combination. After thorough washing with PBS, samples were incubated overnight with the secondary antibody goat anti-rabbit Alexa-633 (A21070; Thermo Fisher Scientific). The eyecups were washed again, and the retina carefully removed and flatmounted in Vectashield hard-set antifade mounting media (H-1400; Vector Laboratories Ltd., Peterborough, UK) and imaged on a Leica SP5-AOBS confocal laser scanning microscope (Leica Microsystems Ltd., Wetzlar, Germany). Images were acquired with an xy pixel size ≤ 200 nm, and a z-step size of ≤ 400 nm.

### Statistical Analysis and Image Processing

Data were analysed using GraphPad Prism 7 software (GraphPad Software Inc., San Diego, CA). The One-way ANOVA with Tukey's multiple comparisons test was used to compare multiple groups of data to a control group. A *p* ≤ 0.05 was considered significant.

Huygens professional software (Scientific Volume Imaging B.V., Hilversum, The Netherlands) was used to deconvolve the Micron IV fluorescent images and fluorescence microscopy (Supplementary Figure 3). For the Micron images, the following parameters were used: lens immersion = 1.343 [refractive index of the 0.2% w/w carbomer eye gel (23)], embedding = 1.377 (24), peak emission = 581 nm, numerical aperture = 1.25, and xy pixel size of 130 nm; the background was estimated at 2 and a signal-to-noise ratio of 15 was used. Hot pixel correction (with a sensitivity of 4) was used prior to deconvolution. For fluorescence microscopy, the parameters were imported from the microscope and the default settings were used.

Microscopy images were processed using the Leica LAS X software (Leica Microsystems Ltd.) and FIJI [a distribution of ImageJ (25)]. Other images, and figures, were processed using Photoshop (Adobe Inc., San Jose, CA).

## Results

### Subcutaneous and Topical Tamoxifen Administration Regimes Tag Retinal Microglia in the *Cx3cr1^*CreER*^:R26-tdTomato* Mouse Line

Activation of the CreER system requires administration of tamoxifen or 4-hydroxytamoxifen, and various methods of administration are frequently employed such as subcutaneous injection and oral gavage (14, 26). Moreover, an efficacious 4-day topical regime for activating CreER systems within the eye was recently described (27). Therefore, we initially tested which tamoxifen administration regime tagged retinal microglia efficiently while minimising systemic immune cell labelling to preclude analysing cells subsequently recruited during inflammation.

Five regimes were tested, spanning from 1- to 4-day topical and subcutaneous administration. A no-tamoxifen control was included. At 4 weeks post-tamoxifen treatment, flow cytometric analysis of the retinas quantified the proportion of CD45^int^ CD11b^+^ microglia (in a naïve retina) that were tdTomato^hi^ as corroborated with fluorescent fundal imaging (Figures 1A,B). Microglia displayed a “resting” ramified morphology (Figure 1C). The 3- and 4-day topical, and the subcutaneous regime tagged ≥95% of microglia whereas the no-tamoxifen controls had 45% tagged constitutively (Figure 1D). All tdTomato^hi^ cells were microglia, indicating specificity in the normal adult mouse retina.

**Figure 1:**
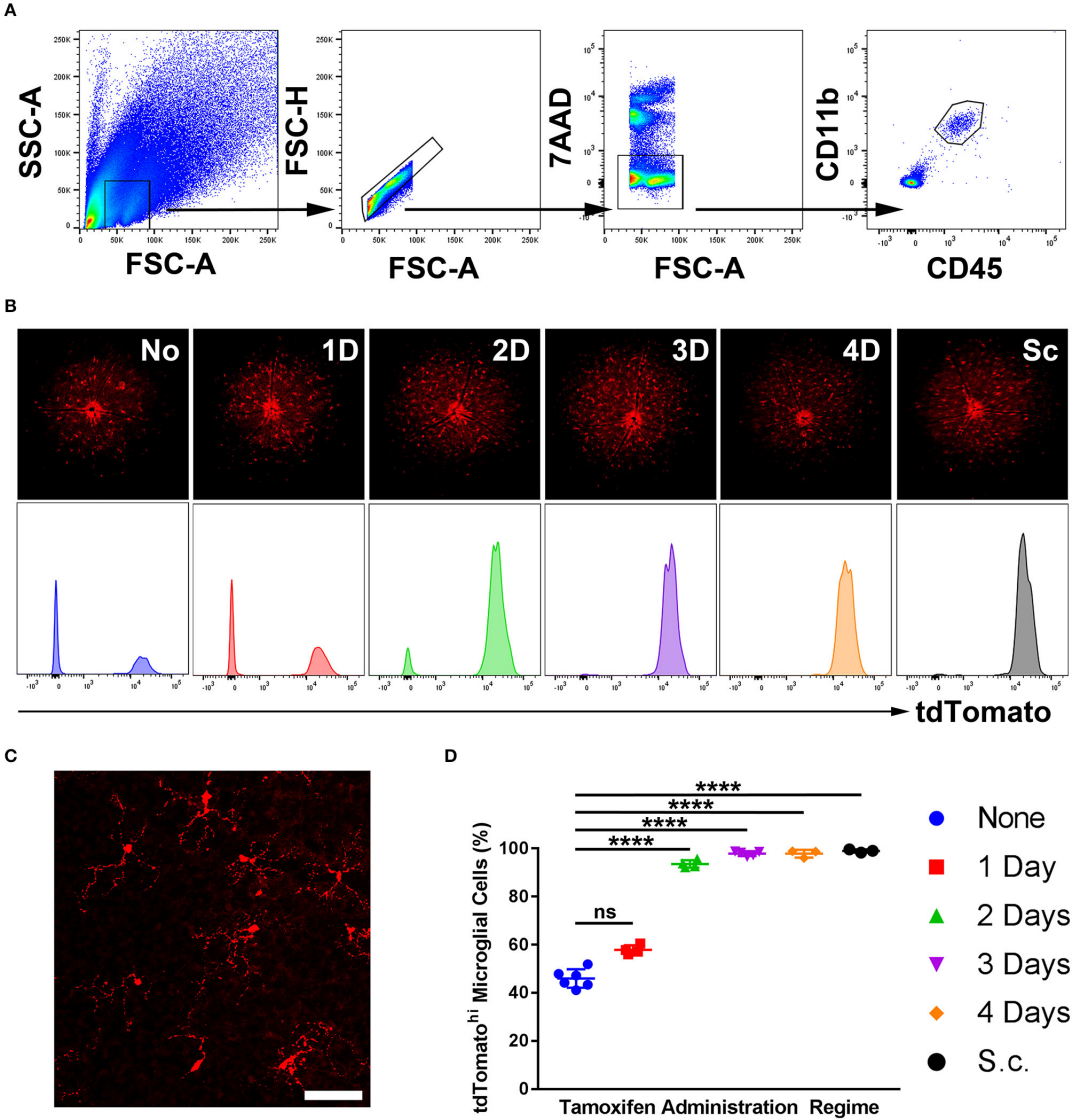
Sensitivity of microglial recombination induced in *Cx3cr1*^*CreER*^*:R26-tdTomato* mice using different tamoxifen administration regimes. **(A)** A representative flow cytometric gating strategy used to identify microglia in a naïve retina based on CD45 and CD11b expression. **(B)** Representative deconvolved tdTomato fluorescent fundal images of mice with representative tdTomato histograms (unit area scaling) on gated microglia from various tamoxifen administration regimes. **(C)** Confocal microscopy from a 3-day topical regime naïve retina shows microglia with a physiological ramified morphology, suggesting no gross perturbations in the microglia as a consequence of the transgenic model. **(D)** Aggregate data demonstrating the percentage of microglia that were tdTomato^hi^ (as quantified by flow cytometry) shows that a 3- and 4-day topical, in addition to subcutaneous, regimes result in full microglial tagging (*n* = 3–6). None, no tamoxifen administered; 1D, 1-day topical tamoxifen regime; 2D, 2-days topical tamoxifen regime; 3D, 3-days topical tamoxifen regime; 4D, 4-days topical tamoxifen regime; Sc, subcutaneous tamoxifen regime. ^****^p ≤ 0.0001, ns, not significant. Scale bar = 30 μm.

### *Cx3cr1^*CreER*^:R26-tdTomato* Mice Exhibit Typical Kinetics of the EIU Model

The stability of microglial tagging during inflammation is pivotal to the isolation of pure populations of microglia for downstream transcriptomic assessment before, during, and after inflammation. To determine this, we utilised endotoxin-induced uveitis (EIU), a self-resolving model of acute Toll-like receptor 4 (TLR4)-mediated ocular inflammation, that following a single inflammatory insult generates acute immune cell tissue infiltration (28, 29). We confirmed disease kinetics in the *Cx3cr1*^*CreER*^*:R26-tdTomato* heterozygotes replicated our previous data in C57BL/6J mice (22). A time-course using OCT, deconvolved fluorescent fundal imaging, and confocal microscopy confirmed tdTomato expression throughout the expected time course of disease (Figure 2). Intravitreal administration of LPS results in peak cellular infiltrate at 18 h, which then resolves by 2 weeks (Figure 2A). Fluorescent fundal imaging demonstrates that the uniform distribution of microglia is altered in response to LPS, with defined areas of tdTomato^+^ cell accumulation observed at peak disease (Figure 2B). Confocal microscopy confirmed tdTomato^+^ cells in the naïve retina with a ramified morphology that became amoeboid at peak and recovered to a ramified appearance by 2 weeks post-EIU induction (Figure 2C).

**Figure 2:**
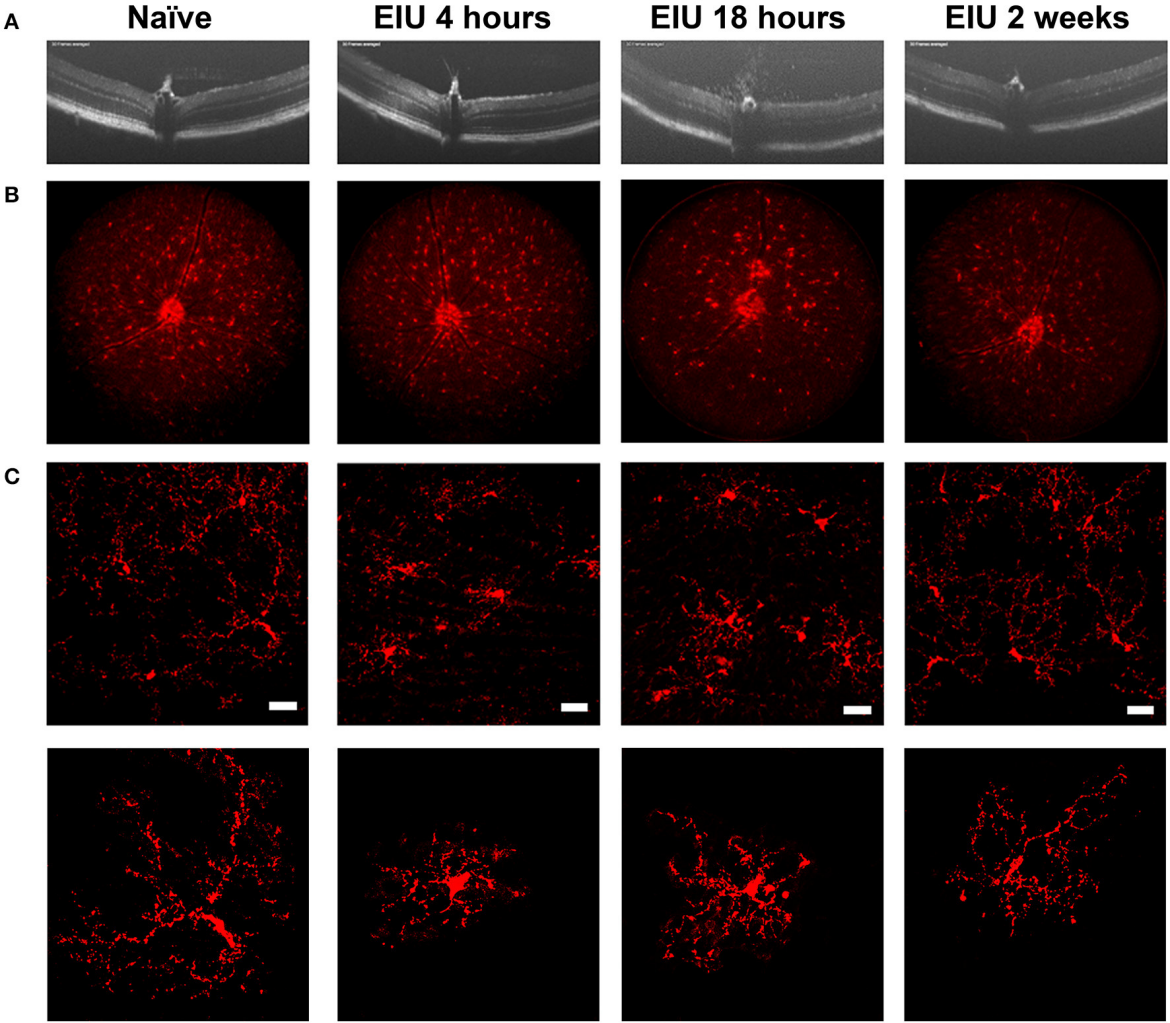
The kinetics of endotoxin-induced uveitis (EIU) in the *Cx3cr1*^*CreER*^*:R26-tdTomato* mouse strain. **(A)** OCT images showing disease-course in a single mouse (3-day topical regime), demonstrates the presence of infiltrating cells at 18 h post-injection with resolution by 2 weeks. **(B)** Deconvolved fluorescent fundal images acquired simultaneously show few changes in the distribution of tdTomato^+^ cells at 4 h post-injection, but changes at 18 h which resolve by 2 weeks. **(C)** Confocal microscopy of the tdTomato^+^ cells demonstrate a ramified toward amoeboid shift at 4- and 18 h post-injection that reverts to a ramified morphology by 2 weeks. Representative images of single cells are shown in the lower panel to highlight morphological changes. EIU, endotoxin-induced uveitis; OCT, optical coherence tomography. Scale bars = 30 μm.

### Three-Day Topical Tamoxifen Induction Ensures Specificity of tdTomato Labelling in Microglia

With tdTomato expression confirmed as stable in the microglial population, we sought to determine whether this was exclusive to microglia in the context of immune cell infiltration, validating accurate isolation of the microglial transcriptome. To confirm the specificity for retinal microglial tagging during inflammation, we examined tamoxifen regimes which efficiently tagged microglia (3- and 4-day topical, and subcutaneous) in addition to a no-tamoxifen control. Flow cytometry was performed on peripheral tissues and a small portion of myeloid cells were observed as tdTomato^hi^, primarily when tamoxifen was administered via the subcutaneous route (Supplementary Figure 4). However, to test the specificity within the retina, inflammation was required.

Retinas were retrieved at the peak cellular infiltrate stage of EIU (18 h) and flow cytometry was performed (Supplementary Figure 5). Single, live cells identified as tdTomato^hi^ were assessed by conventional microglia markers of CD45^int^ and CD11b^+^ (Figures 3A,B). A small proportion (5%) of all single live retinal cells express very low levels of tdTomato (Figure 3A, boxed), as described in the tdTomato reporter mice (in the absence of Cre/Cre^ER^)^3^ due to a failure of a small proportion of ribosomes to terminate translation when reaching the stop codon that precedes *tdTomato* (30). Using this gating strategy, analysis from the 4-day topical and subcutaneous regimes demonstrates the presence of an additional population of non-microglial (CD45^hi^ CD11b^−^) cells that were identified in the tdTomato^hi^ subset (Figure 3B). Gating with CD45^int^ and CD11b^+^ but not tdTomato leads to the inclusion of non-microglial cells (Figure 3C) and greatly compromises specificity. The 3-day topical and no-tamoxifen control retained the specificity of tdTomato for microglia (Figures 3B,D), but as shown previously a no-tamoxifen control does not fully label the microglial population (Figure 1). As our approach for distinguishing microglia (CD45^int^ CD11b^+^ tdTomato^hi^) from the tdTomato^hi^ group could include non-microglia that possess a similar transcriptional profile to retinal microglia, the total counts of the CD45^int^ CD11b^+^ tdTomato^hi^ group, from naïve and peak EIU retinas (3-day topical tamoxifen), were compared and no significant difference was observed confirming a pure microglial population (Figure 3E). All subsequent experiments performed used the 3-day topical tamoxifen regime.

**Figure 3:**
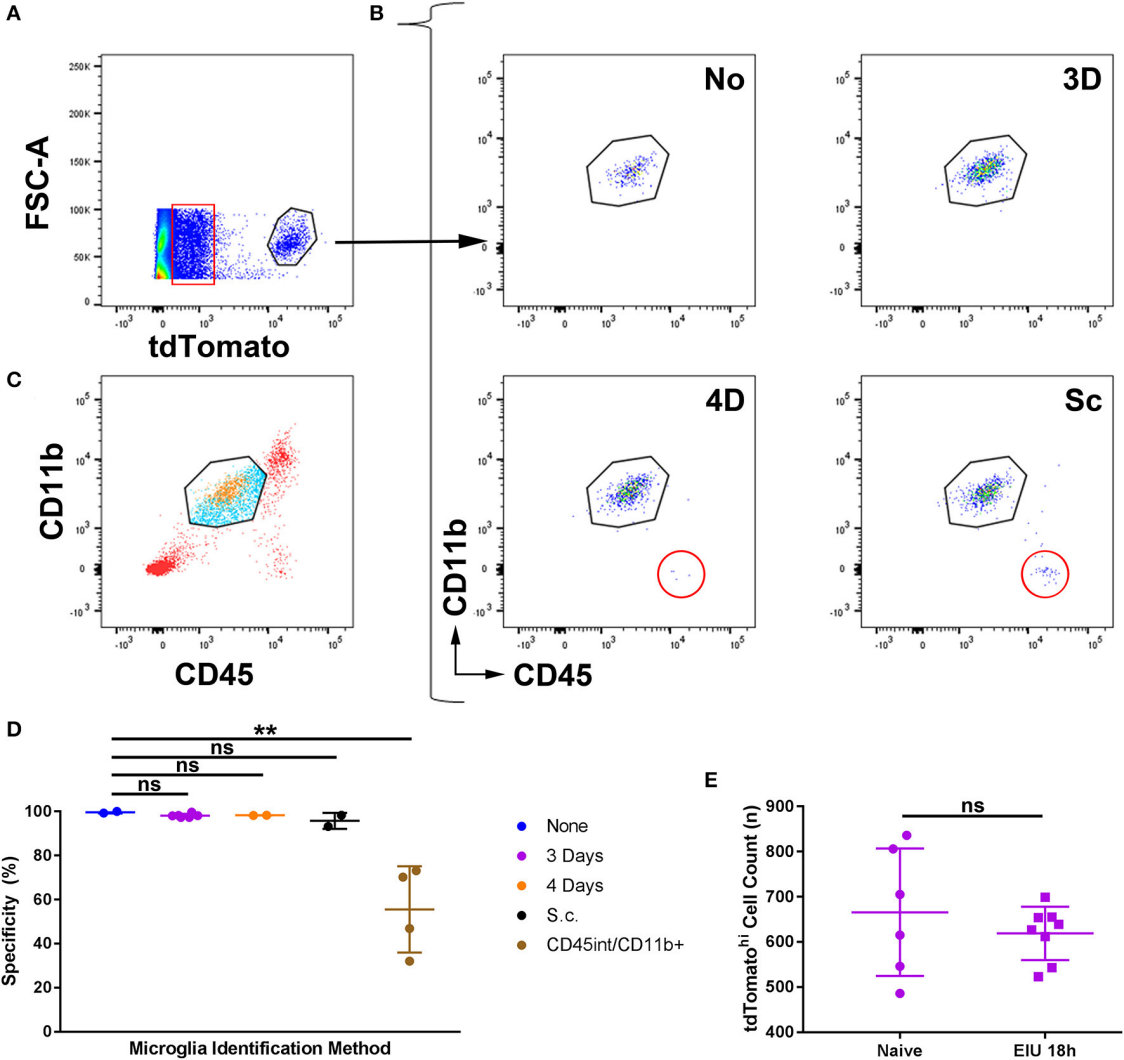
The specificity of microglial tagging for different tamoxifen administration regimes in the *Cx3cr1*^*CreER*^*:R26-tdTomato* mouse strain during active inflammation. **(A)** Peak EIU retinas following different tamoxifen administration regimes were prepared for flow cytometry. Live, cell singlets were gated based on tdTomato^hi^ expression. A small proportion (5%) of all live cells expressed low levels of tdTomato (boxed). **(B)** TdTomato^hi^ cells were gated based on CD45^int^ and CD11b^+^ expression, and in the 4-day and subcutaneous tamoxifen treated groups, non-microglial cells (CD45^hi^ CD11b^−^) were present (circled). **(C)** Gating microglia based on CD45 and CD11b expression alone results in the inclusion of infiltrating immune cells (tdTomato^−^, blue) in addition to retinal microglia (tdTomato^hi^, orange) but exclusion of cells not fitting the microglial expression profile (CD45^hi^/^lo^, red). **(D)** Aggregate data on the percentage specificity for microglia demonstrates that the 3-day topical route results in high specificity for microglia using tdTomato. The CD45^int^/CD11b^+^ group uses the microglial gating strategy (from live cell singlets without using tdTomato) shown in panel B for a comparison of the mouse strain to conventional microglial identification strategies (*n* = 2–5). **(E)** Total counts from naïve and peak EIU retinas, following the 3-day topical tamoxifen regime, demonstrate equivalent numbers of tdTomato^hi^ cells (*n* = 6–8). None, no tamoxifen administered; 3D, 3-days topical tamoxifen regime; 4D, 4-days topical tamoxifen regime; Sc, subcutaneous tamoxifen regime. ^**^p ≤0.01, ns, not significant.

### Microglia Undergo Acute Transcriptional Changes During EIU That Fully Normalise to a Baseline State by 2 Weeks

The 3-day tamoxifen regime in the *Cx3cr1*^*CreER*^*:R26-tdTomato* strain provides the sensitivity and specificity required for reliable identification and isolation of distinct retinal microglia populations from other populations of infiltrating immune cells. To characterise changes in the microglial transcriptome during and after resolution of EIU, FACS (based on tdTomato) of 600 live microglia was performed from individual retinas collected at 4 h, 18 h, and 2 weeks post-injection in addition to naïve mice. 

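Microglia carrying the tdTomato reporter were sorted from single retinas of the Cx3cr1CreER:R26-tdTomato mouse, in which a Cre recombinase driven by the fractalkine receptor gene switches on a red fluorescent protein. Endotoxin-induced uveitis (EIU) was induced by an intravitreal injection of 10 ng lipopolysaccharide (LPS), a component of the bacterial cell wall that activates innate immune cells. RNA from 600 cells per retina was amplified to cDNA and sequenced. The 28 retinas analysed comprised 10 naïve, 6 at 4 h, 5 at 18 h and 7 at 2 weeks, from left and right eyes, and were collected in 2 experiments. Experiment 1 gave 6 naïve retinas, 3 at 4 h, 4 at 18 h and 4 at 2 weeks, and experiment 2 gave 4, 3, 1 and 3. The authors aligned the reads to the mouse genome (mm10) with STAR, assigned them to Ensembl transcripts with Partek's expectation-maximisation method, and deposited one RPKM value per gene and retina, a read number corrected for transcript length and library size. The deposited table also gives the number of alignments of each retina. Naïve retinas had between 7510000 and 15300000 alignments with a median of 11800000, 4 h retinas between 10500000 and 19700000 (median 13450000), 18 h retinas between 11600000 and 14400000 (median 13700000), and 2-week retinas between 9930000 and 15400000 (median 12200000). These are alignments, which can outnumber reads, and the paper's reported maximum is 16700000 reads per sample. For a transcript of the median length of 2805 bases, 1 read corresponds to 0.0181 RPKM at the largest of these depths and to 0.0475 RPKM at the smallest, so that values near these levels rest on single reads. Of 40021 genes listed, the 13164 with an RPKM of at least 1 in at least 5 of the 28 retinas were tested. Differences were tested on log2(RPKM + 1) in a single limma fit of the 4 groups, with Benjamini-Hochberg adjustment. A differentially expressed gene (DEG) had an adjusted p of at most 0.05 and a fold change of at least 2. All fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low values.

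**Figure D1:**
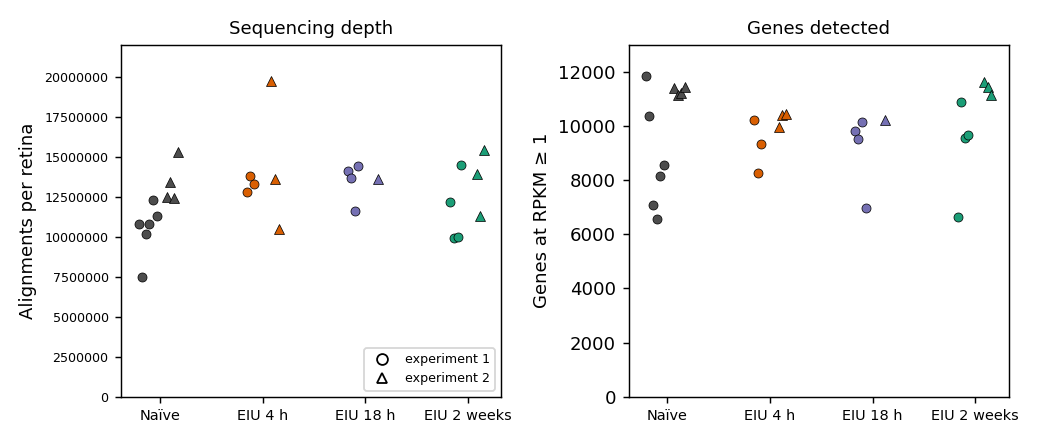
Alignments per retina (left) and number of genes with an RPKM of at least 1 (right), for the 4 groups. Each symbol is 1 retina, a circle in experiment 1 and a triangle in experiment 2. Alignments ranged from 7510000 to 19700000 and genes from 6552 to 11825.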

The majority of these samples (28/30) yielded high-quality cDNA for sequencing using a validated pipeline (Supplementary Figure 1).

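Over the 28 retinas, the number of genes with an RPKM of at least 1 had a median of 10744 in the naïve group (range 6552 to 11825), 10100 at 4 h (8254 to 10441), 9801 at 18 h (6969 to 10220) and 10900 at 2 weeks (6644 to 11607). Naïve retinas of experiment 1 had on average 8754 such genes and those of experiment 2 had 11299 (exact permutation test, two-sided, p = 0.043). The corresponding means were 9270 and 10267 at 4 h (exact p = 0.20) and 9187 and 11400 at 2 weeks (exact p = 0.057), while 18 h had 1 retina in experiment 2. No pair of retinas shared more than 2 identical values above 0. The 100 genes with the highest RPKM took between 37.8% and 62.8% of a retina's summed RPKM.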

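With the thresholds given above, 1063 genes differed between 4 h EIU and naïve retinas, of which 485 were up-regulated and 578 down-regulated. At 18 h, 618 genes differed, 374 of them up-regulated and 244 down-regulated. At 2 weeks, 1 gene, Saa3, passed the thresholds, while 378 genes had an unadjusted p under 0.05 where 658 would be reached by chance if genes were independent. The union over the time points was 1435 unique DEGs. Values of all 6 retinas at 4 h lay above all 10 naïve values for 206 up-regulated DEGs and below them for 164 down-regulated DEGs. For the 5 retinas at 18 h these numbers were 202 and 123. Chance gives such a non-overlap in one direction for 0.0125% and 0.0333% of genes. The largest increases among DEGs with no overlap were those of Il12b at 4 h (log2 fold change 12.50, standard error 0.49, adjusted p = 3.1e-18 from limma), Tnfsf9 at 4 h (10.55) and Mir155hg at 4 h (9.32), and those of Saa3 (11.67), Cxcl13 (9.35) and Ccl5 (7.64) at 18 h. Among the decreases, Gm29291 (-4.39), Hhex (-4.15) and Gm15523 (-4.12) came first at 4 h and Ltc4s (-4.67), Gpr34 (-3.81) and Gm29291 (-3.69) at 18 h. Gm15523 is annotated as an antisense gene, and its reads cannot be assigned to a strand with certainty here. Rescaling each retina to the same summed RPKM, which shifted the median log2 fold change of all genes from -0.11 to -0.28 at 4 h, gave 409 up-regulated and 1001 down-regulated DEGs at 4 h and 226 and 469 at 18 h. The DEG count at 4 h was lowest, at 414, with the retinas of experiment 1 alone, and highest, at 1474, with those of experiment 2 alone. Experiment 1 alone gave 238 DEGs at 18 h, and both experiments gave 1 at 2 weeks. In the authors' deposited tables of DEGs, 507 of 613 genes listed for 4 h were also called here, as were 371 of 537 listed for 18 h, all in the same direction.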

Our approach identified 1,069 unique differentially expressed genes (DEGs; 613 at 4 h, 537 at 18 h, and 0 at 2 weeks) visualised by hierarchical clustering, revealing a highly plastic transcriptome with most up-regulated genes being mutually exclusive at different timepoints. Boxes highlight clusters of genes that were normal at 4 h but up-regulated at 18 h (yellow), those which were up-regulated at 4 h but not 18 h (brown), those which were up-regulated at both time-points (green), those which were down-regulated at 4 h but recovered to pre-EIU levels by 18 h (light blue), and those which were down-regulated at both 4- and 18 h (black). 

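When the 1435 unique DEGs were sorted by their calls at 4 h and at 18 h, 270 were up-regulated at 18 h only, 385 at 4 h only and 100 at both. Of the down-regulated DEGs, 432 were called at 4 h only, 142 at both time points and 102 at 18 h only. A further 4 DEGs were down-regulated at 4 h and up-regulated at 18 h, and 0 showed the opposite change. A call at a single time point does not by itself show that the time points differ, so 4 h and 18 h retinas were also compared directly with the same limma test. Of DEGs up-regulated at 18 h only, 125 of 270 (46.3%) differed between 4 h and 18 h. This held for 228 of 385 (59.2%) of those up-regulated at 4 h only, 24 of 100 of those up-regulated at both, 108 of 432 (25%) of those down-regulated at 4 h only and 8 of 142 of those down-regulated at both. The median log2 fold change of the genes up-regulated at 4 h only was 1.99 at 4 h and 0.32 at 18 h, and that of the genes down-regulated at 4 h only was -1.51 at 4 h and -0.65 at 18 h.

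**Figure D2:**
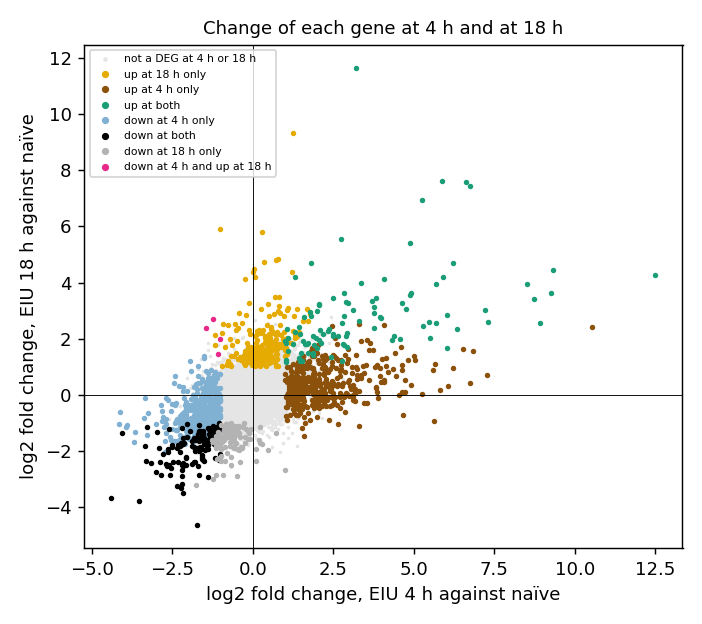
Log2 fold change against naïve retinas at 4 h (horizontal axis) and at 18 h (vertical axis). Each point is a gene, coloured by its DEG calls. The 100 genes up-regulated at both time points lie in the upper right, and the 142 genes down-regulated at both in the lower left.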

Restoration back to a homeostatic signal was observed by 2 weeks because unsupervised clustering failed to distinguish naïve and 2-week post-injection samples (Figure 4A). 

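Over the 1435 unique DEGs, each standardised across the 28 retinas, average-linkage clustering divided into 3 clusters placed all 6 retinas at 4 h in 1 cluster, all 5 at 18 h in another, and the 10 naïve and 7 two-week retinas together in the remaining one. With 2 clusters the 18 h retinas fell with the naïve and 2-week retinas, with 4 the first 2-week retina stood apart, and with 5 the third and the fourth naïve retina did so as well. These genes were chosen for a difference from naïve retinas at 4 h, 18 h or 2 weeks. The mean distance between naïve and 2-week retinas was 0.997 times the mean distance within these groups (exact permutation test over 19448 splits of the 17 retinas, one-sided, p = 0.44). The closest of the other 16 retinas belonged to the same group for 5 of 10 naïve and 1 of 7 two-week retinas. The 19448 splits took no account of the experiment, so distances between experiments entered both means and can hide a group difference. Among the alternatives tried, the distance ratio was highest within the experiments, at 1.07 for experiment 1 (exact permutation p = 0.052) and 1.10 for experiment 2 (exact permutation p = 0.14). Those fits hold fewer retinas and both ratios lay above 1, so a separation within experiments is not excluded. DEGs were also called against the odd-numbered naïve retinas and their 2-week change was taken against the even-numbered ones, so that no naïve retina entered both steps. All odd-numbered naïve retinas were left eyes and all even-numbered ones right eyes, so this split cannot be separated from eye side. The median log2 fold change at 2 weeks was then 0.20 for 315 genes up-regulated at 4 h, -0.05 for 365 down-regulated at 4 h, 0.13 for 223 up-regulated at 18 h and 0.04 for 167 down-regulated at 18 h (-0.16 in experiment 1 alone), beside 0.12 for all genes. Adjusted p values of limma's fry test for these sets were 0.72, 0.89, 0.72 and 0.89. Over the alternatives tried, these medians were 0.077 to 0.55, -0.31 to -0.013, 0.0080 to 0.90 and -0.38 to 0.090, and the lowest adjusted p was 0.068. In simulated data with the residual variation of these retinas, changes were put only into genes with a naïve mean log2(RPKM + 1) of at least 3. The test at 2 weeks called 70.2% of such genes with a true log2 fold change of 2 and 10.8% of those with one of 1. Genes of lower expression were not tried. From the failure of clustering to separate these groups, the paper concludes that the homeostatic signal was restored by 2 weeks. It also reports no DEGs at that time, marker transcripts back at baseline by qPCR, and a recovered ramified cell shape.

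**Figure D3:**
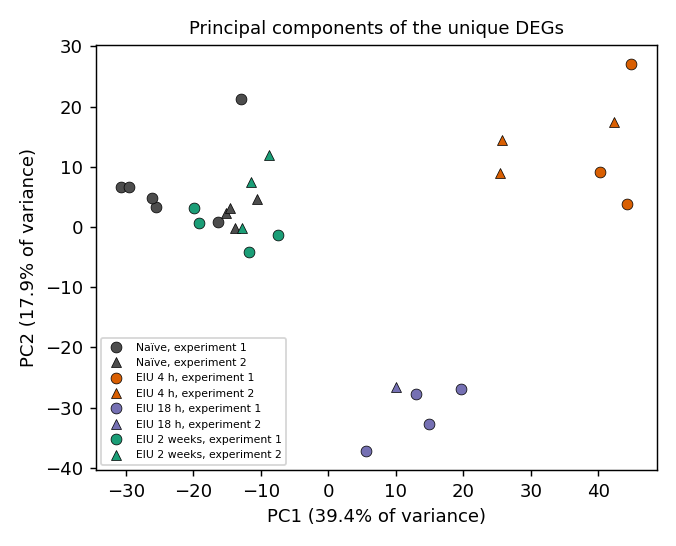
First and second principal components of the 28 retinas over the unique DEGs. Colours give the 4 groups and symbols the experiment. The first component carries 39.4% and the second 17.9% of the variance, and the 10 naïve and 7 two-week retinas overlap.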

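Gpr34, a G-protein-coupled receptor gene on chromosome X (13632089 to 13640858, GRCm38), fell from 1727 ± 367 RPKM (SD, n = 10) in naïve retinas to 255 ± 278 at 4 h (n = 6) and 177 ± 161 at 18 h (n = 5), log2 fold changes of -3.54 (adjusted p = 6.2e-06 from limma) and -3.81 (adjusted p = 1.7e-05). The change of Gpr34 did not differ between 4 h and 18 h (adjusted p = 0.89 from limma). Cxcl10, a chemokine gene on chromosome 5 (92346638 to 92348889), rose from 9.66 ± 14.1 RPKM to 1556 ± 505 at 4 h and 72.0 ± 31.0 at 18 h (log2 fold changes of 8.51 and 3.95, adjusted p = 2.7e-09 and 0.0035). The 18 h call for Cxcl10 was lost with experiment 1 alone (adjusted p = 0.054) and with untransformed RPKM, at 0.83 (range over the alternatives 8.0e-04 to 0.83). The untransformed test uses 1 spread for all groups, and the 4 h SD of 505 RPKM far exceeds the 18 h mean of 72.0. Map3k8, which encodes a kinase acting downstream of toll-like receptors and lies on chromosome 18 (4331327 to 4353015), rose from 6.27 ± 3.87 to 138 ± 92.7 RPKM at 4 h (4.01, adjusted p = 2.9e-08) and did not pass at 18 h (1.27, adjusted p = 0.10, or 0.042 without the fourth 18 h retina). Axl, a receptor tyrosine kinase gene on chromosome 7 (25757273 to 25788705), stood at 8.69 ± 6.48 RPKM in naïve retinas, 12.0 ± 4.23 at 4 h, 6.07 ± 3.31 at 18 h and 9.67 ± 2.48 at 2 weeks. Its adjusted p values at these time points were 0.38, 0.84 and 1, and its value in 1 naïve retina, 0.312 RPKM, lay far below the other 9 (4.23 to 21.5).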

A multitude of expected gene changes based on published literature were observed, including downregulation of microglial homeostatic genes (*Gpr34, Mafb*), expression of microglial activation and LPS-response genes (*Cxcl10, Map3k8*), in addition to no change in the “primed microglia” gene *Axl* (11, 12, 17, 31) (Figure 4B). 

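The paper's pathway analyses cannot be repeated from gene values alone, so 17 gene lists written before the data were examined were tested instead with limma's camera (preset inter-gene correlation 0.01) and fry, with adjustment over the lists of each comparison. The list of 37 interferon-stimulated genes past the filter had a median log2 fold change of 1.37 at 4 h, with 32 of 37 genes higher (camera adjusted p = 1.9e-16, fry 3.1e-04), and of 1.77 at 18 h, with 36 of 37 higher (camera adjusted p = 1.7e-20, fry 2.9e-04). The 4 h median was 2.58 with experiment 1 alone and 0.20 with experiment 2 alone. The 18 homeostatic microglial genes, 7 of which the paper names, all fell at both time points, with medians of -1.81 and -1.62 and 11 DEGs at each. Oxidative phosphorylation genes had a median of -0.42 at 4 h, where camera called the list (adjusted p = 0.0046) and fry did not (0.15). At 2 weeks the median was 0.27 for the interferon-stimulated and 0.10 for the homeostatic list, and neither test called them.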

A heatmap demonstrates the change in z-score over time of canonical pathways identified as significantly different (Figure 4C). The original canonical pathways (including bars showing exact *p*-values) are presented in Supplementary Figure 6.

**Figure 4:**
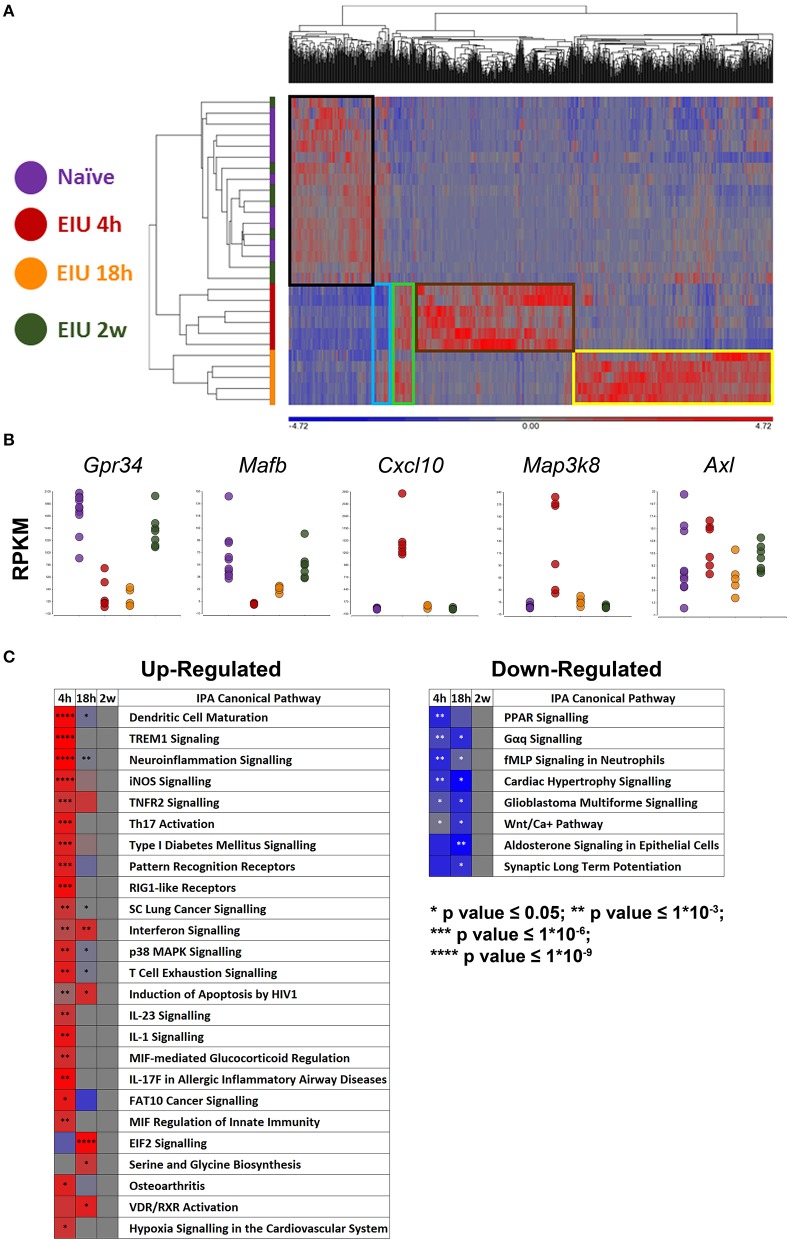
mRNA-Sequencing of microglia during and after EIU reveals transcriptional alterations that fully resolve. **(A)** Hierarchical clustering of differentially-expressed genes (DEGs) shows differences in the kinetics of the microglial transcriptome during EIU. Boxes highlight clusters of genes with different kinetics, and a restoration back to a homeostatic signal by 2 weeks (*n* = 5–10). **(B)** Scatterplots show changes in expression of previously described microglial genes to include a homeostatic gene (*Gpr34*), homeostatic transcription factor (*Mafb*), generic activation gene (*Cxcl10*), acute LPS-response gene (*Map3k8*), and “primed microglia” gene (*Axl*). **(C)** Heatmaps highlight canonical pathways, which were significantly different during at least one timepoint, change in direction (z-score) and *p*-value over time (*n* = 5–10); the pathways are in ascending order based on their overall (summary) *p*-value. The raw canonical pathway figures are presented in Supplementary Figure 6. EIU, endotoxin-induced uveitis. ^*^p ≤ 0.05, ^**^p ≤ 1*10^−3^, ^***^p ≤ 1*10^−6^, ^****^p ≤ 1*10^−9^.

Enriched GO terms (enrichment score) when naïve and 4 h EIU groups were compared included: immune system process (60.9), regulation of cytokine production (56.0), and response to stress (52.7). Similarly, the enriched KEGG pathways included: NF-Kappa B signaling pathway (34.1), toll-like receptor signaling pathway (31.7), and TNF signaling pathway (25.3). 

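Among 35 cytokine and chemokine genes past the filter, 27 were up-regulated DEGs at 4 h and 1 was a down-regulated one. Their median log2 fold change was 3.17, and 31 of 35 were higher than in naïve retinas (camera adjusted p = 1.5e-44, fry 1.5e-16), from -1.47 for Ccl6 to 12.50 for Il12b. Il12b was at most 0.0799 RPKM in naïve retinas and between 2333 and 11307 RPKM at 4 h.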

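The same tests at 4 h gave a median log2 fold change of 1.52 for 41 genes of NF-kappa B signalling (23 up-regulated DEGs, camera adjusted p = 3.5e-29, fry 4.1e-08). For 46 genes of toll-like receptor signalling the median was 1.71, with 22 up-regulated and 3 down-regulated DEGs (camera adjusted p = 6.0e-25, fry 9.3e-10). TNF signalling, with 41 genes, had a median of 2.48 and 29 up-regulated DEGs (camera adjusted p = 1.8e-41, fry 2.1e-10). These lists share members, since 21, 23 and 32 of their listed genes are also in another list. The median of NF-kappa B signalling was 0.64 with a pseudocount of 10 and 2.94 with a filter at an RPKM of 5, the alternatives that moved it most, and none of the 14 alternatives changed a direction or a camera call of these 3 lists at 4 h.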

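All 84 ribosomal protein genes past the filter were higher at 18 h than in naïve retinas, with a median log2 fold change of 1.10 (range 0.10 to 1.98) and 40 DEGs, and the list was called by camera (adjusted p = 3.7e-38) and fry (7.3e-05). At 4 h the median was 0.14 (camera adjusted p = 0.044, fry 0.69) and became -0.14 when each retina was rescaled to the same summed RPKM. That camera call was kept in 7 of 14 alternatives and in 21 of 28 fits that each left out 1 retina. Without the first naïve retina the median was 0.0029 (camera adjusted p = 0.76). All 47 proteasome subunit genes were higher at 18 h as well, with a median of 1.02 and 12 DEGs (camera adjusted p = 1.9e-18, fry 7.0e-06), after 0.20 at 4 h (-0.08 with that rescaling). Ribosomal protein genes have many processed pseudogenes, between which the authors' counting could split reads. At 2 weeks the median of the ribosomal list was 0.15, with 65 of 84 genes higher, called by camera (adjusted p = 0.042) and not by fry (0.92), and that of the proteasome list was 0.028 (camera adjusted p = 0.89, fry 0.93). The rescaling, which shifted the median of all genes at 18 h from -0.08 to -0.26, left medians of 0.79 for the ribosomal and 0.72 for the proteasome list. TNF signalling (0.79), cytokines and chemokines (1.04) and toll-like receptor signalling (0.20, or -0.08 after that rescaling) were also called at 18 h, while NF-kappa B signalling was not (median -0.16, camera adjusted p = 0.21).

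**Figure D4:**
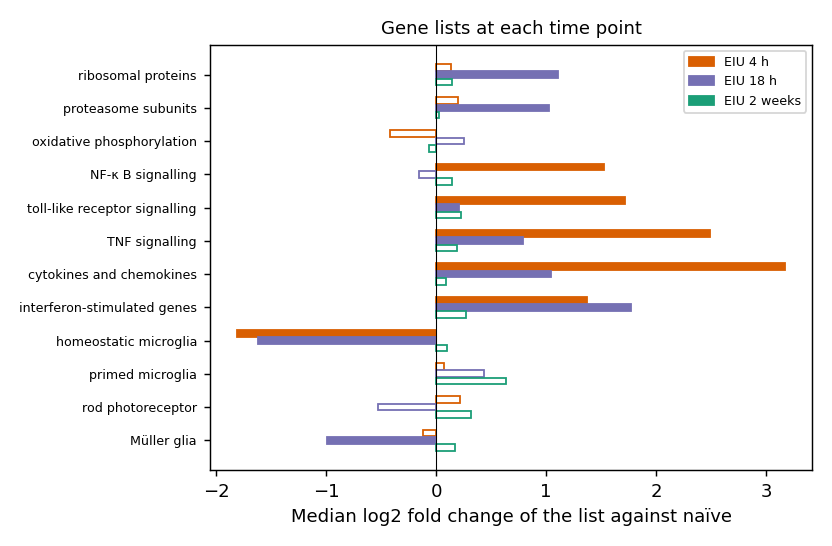
Median log2 fold change against naïve retinas for the 12 lists with at least 7 genes past the filter, at each time point. Filled bars mark lists with an adjusted p of at most 0.05 in both camera and fry, open bars the others. The ribosomal and proteasome bars are filled at 18 h only, and no bar is filled at 2 weeks.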

For the naïve and 18 h EIU comparison GO terms included: cytosolic part (89.7), extracellular organelle (70.67), translation (65.8), and immune system process (29.8); enriched KEGG pathways included: ribosome (58.8) and proteasome (42.9). LPS was found to be a “master regulator” by IPA, indicating agreement of our data with the curated lists and pathways.

### Flow Cytometry and Fluorescence Microscopy Validate Key Transcriptional Alterations

Our next aim was for orthogonal validation of key and novel transcriptional changes, both at the RNA and protein level. Markers for validation were selected by systematic assessment based on magnitude of the relative change in expression, novelty, lack of prior validation at the protein level, whether they were a previously suggested microglial marker, were in contrast to or appeared crucial in light of other reports, and lastly the availability of testing reagents (Supplementary Figure 7). 

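Of the 16 genes the paper names for the mRNA-Seq data, 12 were DEGs at 4 h (6 up-regulated and 6 down-regulated) and 9 at 18 h (4 and 5). Adjusted over the list alone, the numbers were 12 and 11; the study chose these genes on the same retinas, so this count is not independent evidence. Among the marker genes and Cx3cr1, tested directly, the change at 4 h differed from that at 18 h for Bst2 (adjusted p = 1.2e-09), Siglech (6.6e-04), Lair1 (0.0046), Cx3cr1 (0.027), Fas (0.032) and Slamf1 (0.042), and not for Cd44 (0.82), P2ry12 (0.39), Mertk (0.56), C5ar1 (0.34) or Milr1 (0.16).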

Ultimately, the final set of 10 markers selected represent a variety of expression patterns and kinetics to match the plastic landscape identified by hierarchical clustering. In line with published reports and an activated state, pro-inflammatory markers (*Slamf1, C5ar1, Fas*, and *Cd44*) were all upregulated at 4 h following LPS challenge. In addition, a novel microglial associated transcript, *Milr1* (a negative regulator of mast cell activation) and *Bst2* (a previously validated marker of late activation) were elevated by 18 h. In contrast, constitutively expressed microglial genes, including homeostatic genes (e.g., *P2ry12, Siglech, Mertk*, and *Lair1*) were down-regulated at the early time-point. 

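Slamf1, a lymphocyte activation receptor gene on chromosome 1 (171767127 to 171801184, GRCm38), rose from 0.523 ± 0.552 RPKM (SD, n = 10) to 31.2 ± 31.0 at 4 h (n = 6), a log2 fold change of 3.25 (standard error 0.59, adjusted p = 2.7e-04 from limma), with 4 of 6 retinas above all naïve retinas. C5ar1, the complement C5a receptor gene on chromosome 7 (16246743 to 16259540), rose from 54.3 ± 36.0 to 380 ± 299 RPKM (2.59, adjusted p = 0.0018), with 4 of 6 above all naïve retinas, and its call was lost with experiment 1 alone (adjusted p = 0.17, range over the alternatives 4.7e-04 to 0.17). Fas, a death receptor gene on chromosome 19 (34290666 to 34327772), rose from 1.17 ± 1.32 to 76.8 ± 79.5 RPKM (4.40, adjusted p = 5.3e-05), with 6 of 6 above all naïve retinas. Cd44, the gene of a hyaluronan receptor on chromosome 2 (102811141 to 102901665), rose from 0.588 ± 0.355 to 17.4 ± 22.2 RPKM (2.50, adjusted p = 0.0019), with 5 of 6 above all naïve retinas. The 3 retinas of experiment 1 and the 3 of experiment 2 differed in this rise. At 4 h Slamf1 stood at 58.9 ± 8.29 RPKM in experiment 1 (n = 3) and 3.41 ± 4.51 in experiment 2 (n = 3), and Cd44 at 33.0 ± 22.2 and 1.73 ± 1.04. The interaction of time point and experiment was -4.62 on the log2 scale for Slamf1 (adjusted p = 0.0042 from limma) and -3.49 for Cd44 (0.032), while those of Fas (-4.30, 0.35) and C5ar1 (0.38, 1) did not pass. The interaction of Cd44 was lost in 5 of 14 alternatives, for example with a pseudocount of 0.1 (adjusted p = 0.41), with the filter at an RPKM of 5 (0.054) and with quantile normalisation (0.055; range over the alternatives 0.0038 to 1.0), and was called in 16 of 28 fits that each left out 1 retina (0.20 without the sixth 4 h retina). That of Slamf1 was lost with a pseudocount of 0.1 (0.31, range over the alternatives 1.2e-07 to 1.0) and without the sixth 4 h retina (0.092). With experiment 2 alone, Cd44 was not called at 4 h (0.75, adjusted p = 0.073, range over the alternatives 1.4e-04 to 0.073), nor was it with untransformed RPKM. At 18 h Cd44 was a DEG (2.08, adjusted p = 0.026), but the call was lost without the first, the second, the third or the fourth 18 h retina (adjusted p between 0.052 and 0.11). It was also lost in 4 of 15 alternatives, among them a pseudocount of 10 (0.58, adjusted p = 0.24), no filter on low values (0.077) and untransformed RPKM (0.66; range over the alternatives 5.3e-04 to 0.66).

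**Figure D5:**
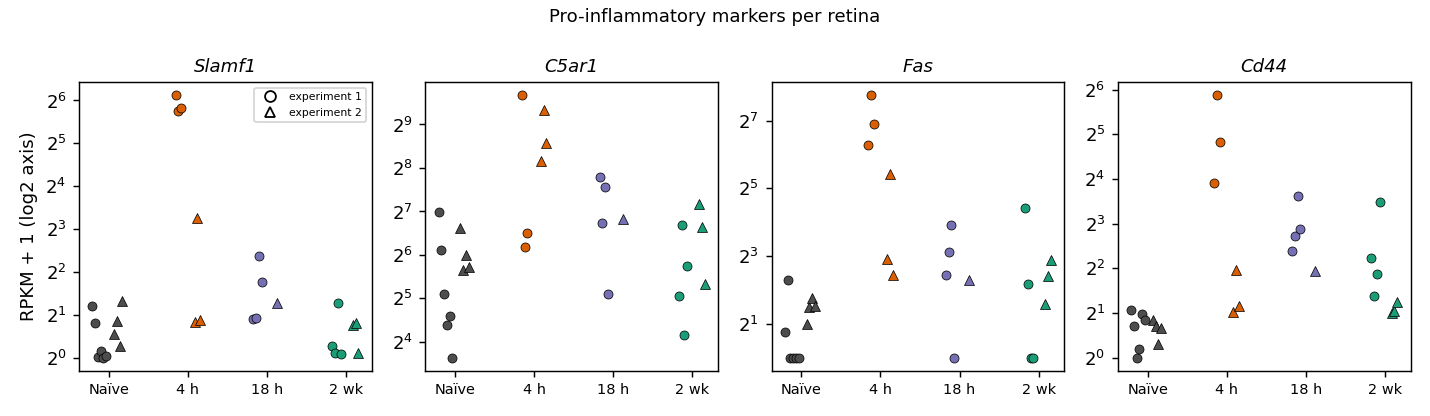
RPKM + 1 on a log2 axis for Slamf1, C5ar1, Fas and Cd44 in each retina, by group. Circles are retinas of experiment 1 and triangles those of experiment 2. At 4 h the 3 circles of Slamf1, at 53.0 to 68.4 RPKM, lie above its 3 triangles, at 0.776 to 8.61 RPKM.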

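Milr1, on chromosome 11 (106751226 to 106768794, GRCm38), was at 22.9 ± 8.20 RPKM (SD, n = 10) in naïve retinas, 47.2 ± 25.3 at 4 h (n = 6) and 108 ± 34.3 at 18 h (n = 5), where its log2 fold change was 2.25 (standard error 0.45, adjusted p = 0.0019 from limma) and 5 of 5 retinas lay above all naïve ones. With experiment 1 alone the 18 h change was 2.45 and its adjusted p 0.051 (range over the alternatives 1.3e-05 to 0.051). Bst2, an interferon-induced membrane protein gene on chromosome 8 (71534255 to 71537456), was at 81.4 ± 11.8 RPKM in naïve retinas, 56.0 ± 13.6 at 4 h and 482 ± 125 at 18 h. Its log2 fold changes were -0.55 at 4 h (adjusted p = 0.14) and 2.53 at 18 h (adjusted p = 8.8e-09).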

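P2ry12, a purinergic receptor gene on chromosome 3 (59216272 to 59262871, GRCm38), fell from 1794 ± 655 RPKM (SD, n = 10) to 487 ± 428 at 4 h (n = 6) and 205 ± 131 at 18 h (n = 5), log2 fold changes of -2.35 (adjusted p = 3.2e-04 from limma) and -3.28 (1.7e-05). Siglech, a sialic acid-binding lectin gene on chromosome 7 (55768178 to 55778925), was at 201 ± 65.7 RPKM in naïve retinas and 152 ± 69.4 at 4 h, a log2 fold change of -0.50 (adjusted p = 0.51) with 2 of 6 retinas below all naïve ones, and at 33.4 ± 27.0 at 18 h (-2.91, adjusted p = 1.7e-05). Mertk, a phagocytic receptor gene on chromosome 2 (128698956 to 128802894), fell from 49.9 ± 21.6 to 9.42 ± 4.28 RPKM at 4 h and 12.7 ± 2.64 at 18 h (-2.31 and -1.81, adjusted p = 2.6e-06 and 5.9e-04). Lair1, an inhibitory receptor gene on chromosome 7 (4003402 to 4063204), fell from 80.5 ± 17.8 to 20.8 ± 19.5 RPKM at 4 h (-2.41, adjusted p = 4.2e-05) and was at 63.6 ± 23.4 at 18 h (-0.38, adjusted p = 0.69).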

In general, qPCR analysis validated the transcript-level changes observed at each time-point, confirming resolution and return to baseline levels by 2 weeks (Figure 5).

**Figure 5:**
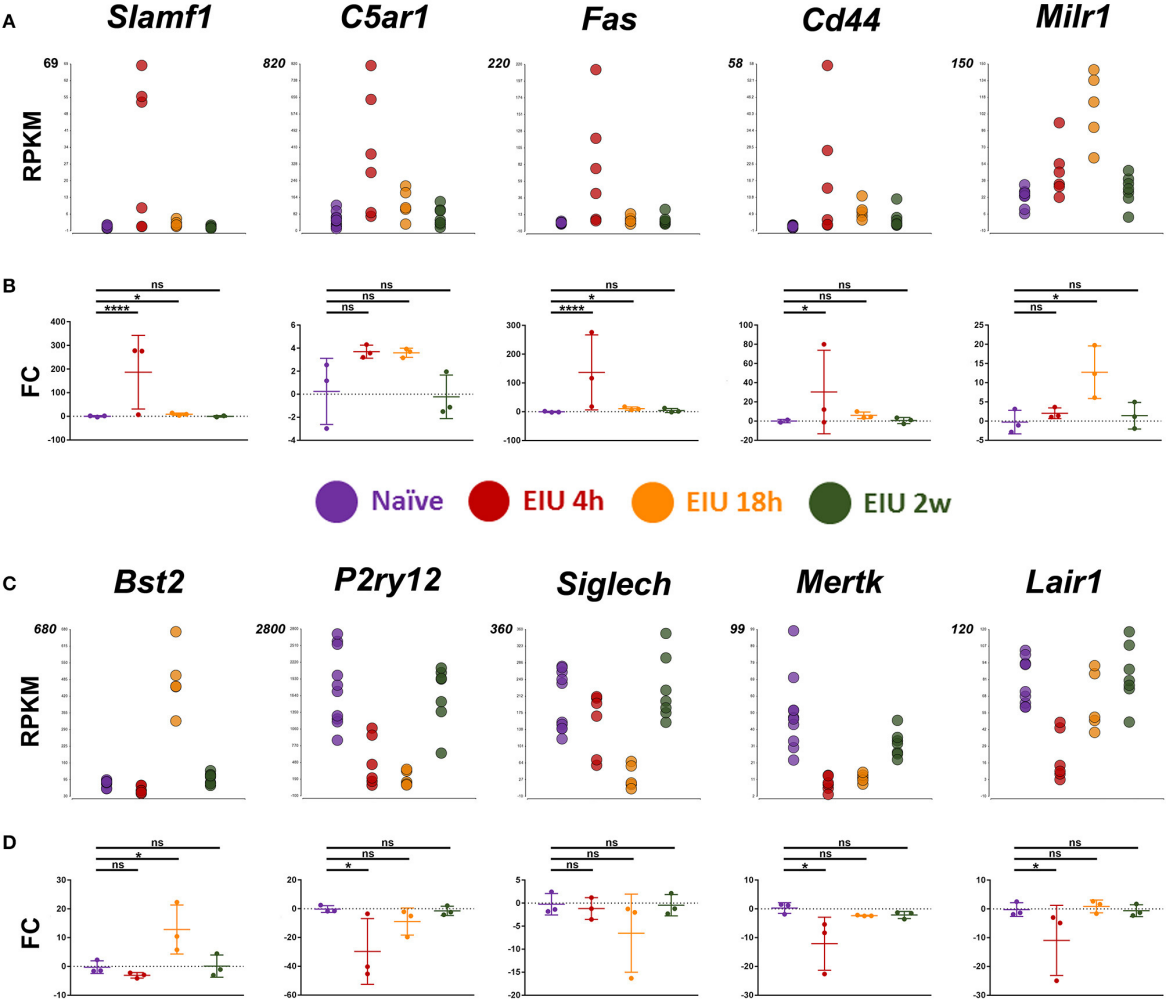
Transcript changes in selected markers, using cDNA generated from 600 sorted microglia, over a time-course of EIU. **(A,C)** RPKM values are shown for the 10 selected markers **(B,D)** in-line vertically with matching qPCR validation. EIU, endotoxin-induced uveitis; FC, Fold-change; RPKM, reads per kilobase of transcript per million mapped reads. ^*^p ≤ 0.05, ^****^p ≤ 0.0001, ns, not significant.

Flow cytometric analysis demonstrates increased expression in SLAMF1, MILR1, C5AR1, CD44, BST2, and LAIR1 at 18 h post-injection (Figures 6A–D). Furthermore, differences in the proportion of marker-positive cells were evident, with C5AR1, CD44, and BST2 upregulated in the majority of microglia (>50%), in contrast to the other makers which were elevated in a smaller fraction (<20%) of cells. The upregulation of CD44 was also confirmed in retinal flatmounts at 18 h using fluorescence microscopy (Figure 6E). Whilst P2RY12 was highly expressed in naïve microglia (>80%), no change in expression in response to LPS were observed. Similarly, low level SIGLECH, MERTK, and FAS expression in naïve populations remained unchanged and restricted to a small percentage of the microglia (<10%). We also compared expression of P2RY12 and SIGLECH on CD45^+^ cells, as both are previously suggested markers that differentiate microglial populations from other immune cells (17, 20). Flow cytometric analysis clearly demonstrates that both markers are equally expressed on CD45^+^ infiltrating cells, indicating these markers exhibit poor specificity for retinal microglia during the acute response (Figure 6F).

**Figure 6:**
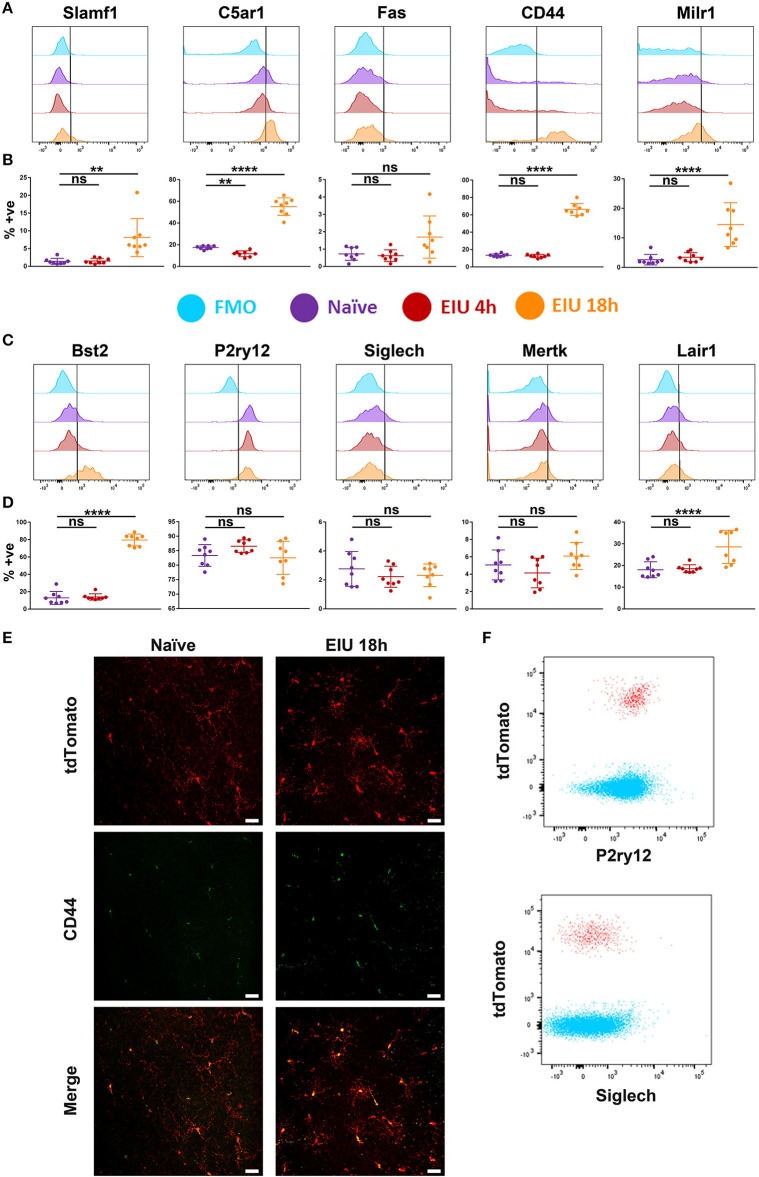
Changes in protein expression of selected markers in microglia over a time-course of EIU. **(A,C)** A representative flow cytometric histogram is shown for the 10 selected markers **(B,D)** in-line vertically with matching scatterplots of the aggregate flow cytometry data summarising the percentage of microglia positive for each marker at each timepoint. Gates were drawn with the assistance of fluorescence-minus-one (FMO) controls (light blue). **(E)** Confocal microscopy also confirms the upregulation of CD44 in microglia during EIU. **(F)** Flow cytometric analysis demonstrates P2RY12 and SIGLECH expression on CD45^+^ tdTomato^−^ non-microglial immune cells (blue) and CD45^+^ tdTomato^+^ microglia (red) at 18 h EIU. % +ve, percentage positive; EIU, endotoxin-induced uveitis. ^**^p ≤ 0.01, ^****^p ≤ 0.0001, ns, not significant. Scale bars = 30 μm.

### Stratifying Microglia Using C5AR1 Identifies Both Generalised and Restricted Microglial Responses

Recent reports show that *C5ar1* was one of several markers that was enriched in a subset of brain microglia (identified by sc-mRNA-Seq data) responding to systemic LPS challenge *in vivo* (13). Furthermore, mounting evidence from numerous reports identify heterogeneity in the microglial response during other pathological states (8, 32). We therefore examined whether stratifying microglia based on C5AR1 expression would delineate differences in the markers selected for validation, highlighting specificity to this subset of C5AR1-expressing cells, or generalised expression across the whole population of microglia.

Microglia were stratified into three main groups: C5AR1^neg^, C5AR1^lo^, and C5AR1^hi^. The C5AR1-expressing microglia were sub-stratified based on whether the C5AR1 expression was equivalent to microglia observed within a naïve mouse (C5AR1^lo^) or whether expression was elevated (C5AR1^hi^; Figure 7A). C5AR1^hi^ expression correlated to the extent of immune cell (CD45^+^ TdTomato^−^) infiltrate within the retinas and represents a potential microglial marker for disease scoring (Figure 7B). Flow cytometric analysis compared expression of the other surface markers in C5AR1^neg^ and C5AR1^hi^ subsets, as two distinctive populations, in naïve and peak EIU retinas. Delineating the two populations on this basis demonstrates elevation of several markers (SLAMF1, FAS, MILR1, and LAIR1) which are restricted to the C5AR1-expressing microglia (Figure 7C). In contrast CD44 and BST2 were enriched within the C5AR1-expressing population but also expressed by a large proportion of the C5AR1^neg^ microglia, thus representing more generalised markers of microglial perturbation (Figure 7D).

**Figure 7:**
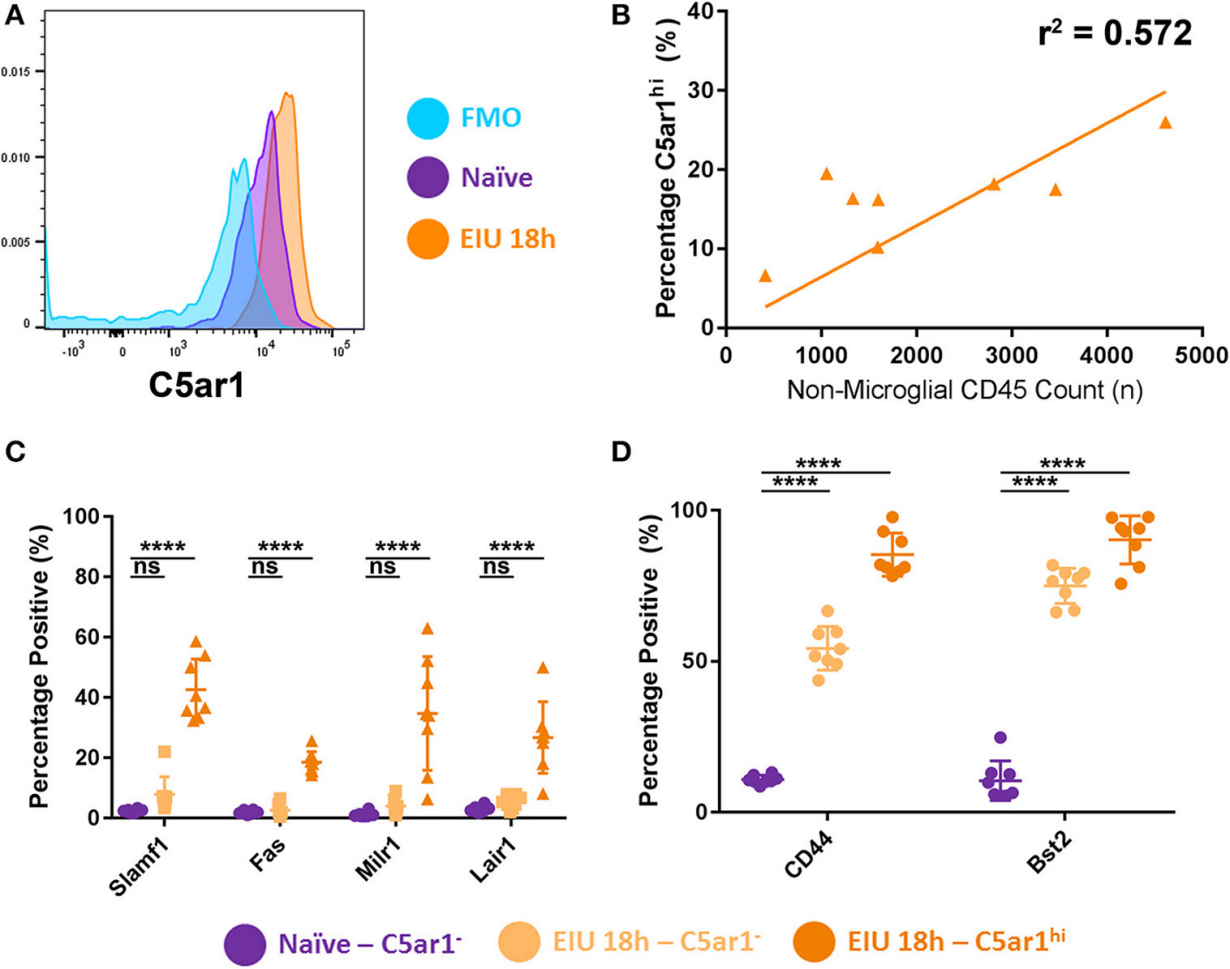
Stratifying microglia using C5AR1 expression identifies both restricted and generalised responses. **(A)** A histogram shows microglial C5AR1 expression in a fluorescence-minus-one (FMO) control (blue), naïve retina (purple), and at 18 h EIU (orange). **(B)** Immune cell infiltrate correlates with C5AR1^hi^ expression in microglial populations (*p* = 0.0298). **(C)** Stratifying microglia into C5AR1^−^ and C5AR1^hi^ (elevated above the naïve level of expression) identifies changes in cell-surface protein expression that are restricted to C5AR1-expressing microglia, **(D)** but also changes in proteins which are generalised microglial responses (not exclusive to, but somewhat enriched in, the C5AR1-expressing microglia). ^****^p ≤ 0.0001, ns, not significant.

## Discussion

Single eye mRNA-Seq revealed inflammation-responsive transcriptional changes in retinal microglia following LPS stimulation which resolve within 2 weeks, confirming the potential for these cells to reset their homeostatic state. In line with the literature, our data confirms recognised patterns of altered gene expression in homeostatic and activation pathways, an absence of changes in “primed microglia” genes, and identifies enriched pathways relating to immune function.

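Of the 11 genes on a list of primed microglial genes, 1 was a DEG at 4 h and 3 at 18 h, among them Cybb with log2 fold changes of 2.90 and 3.29. The median log2 fold change of the list was 0.07 at 4 h (camera adjusted p = 0.38, fry 0.66) and 0.43 at 18 h (camera adjusted p = 0.027, fry 0.073). At 2 weeks 10 of 11 genes were higher than in naïve retinas and the median was 0.63, which camera called (adjusted p = 0.0013) and fry did not (0.40). That median was 0.13 in experiment 2 alone, and it was 0.39 without 1 of the 2-week retinas, the second, where camera did not call it (adjusted p = 0.19; 0.055 without the first). The 18 h median was -0.11 without the first 18 h retina, -0.06 without the fifth and 0.11 in experiment 1 alone. It was 0.09, and camera no longer called it, without the second or the fourth 2-week retina.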

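Of 759 genes up-regulated at 4 h or at 18 h, 100 (13.2%) were up-regulated at both. Independent calls would share 13.8 genes. The correlation of the log2 fold changes at 4 h and 18 h across genes, which are not independent replicates, was 0.495, beside a mean of 0.334 in 100 simulated pairs of unchanged groups compared with the same naïve retinas. In the comparison of 4 h with 18 h retinas, 330 genes were higher and 384 lower at 4 h. The number of shared genes was lowest, at 15, with an ANOVA on untransformed RPKM without a filter on low values. From the small overlap, the paper reasons that the microglial transcriptome is highly plastic.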

Hierarchical clustering of the 1,069 DEGs identified reveals a high level of plasticity in the microglial transcriptome, with the majority of up-regulated genes at early (4 h) and peak (18 h) being mutually exclusive across the time-points. At the transcript level at least, this highlights a consensus group of microglial LPS-response genes including (*Slamf1, C5ar1, Fas, Cd44, Milr1*, and *Bst2*). In contrast, we highlight a common cluster of down-regulated genes, including homeostatic regulators (*P2ry12, Siglech, Mertk, Lair1*).

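At 2 weeks, the log2 fold changes of these 6 genes against naïve retinas lay between -0.038 for Slamf1 and 1.12 for Cd44, each with an adjusted p of 1 from limma. Cd44 was then at 3.09 ± 3.31 RPKM (SD, n = 7) and above all naïve values in 5 of 7 retinas, with 4.56 ± 3.90 RPKM in experiment 1 (n = 4) and 1.14 ± 0.205 in experiment 2 (n = 3).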

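At 2 weeks P2ry12 was at 1653 ± 525 RPKM, Siglech at 227 ± 71.5, Mertk at 32.4 ± 7.61 and Lair1 at 84.8 ± 23.2 (SD, n = 7). Of these genes Mertk had the lowest log2 fold change against naïve retinas, -0.53 (standard error 0.30, adjusted p = 1 from limma), and 7 of 7 retinas lay below its naïve mean.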

Orthogonal validation by qPCR of the 10 markers selected representing key and novel transcripts, confirmed the RNA-Seq findings. However, altered expression of some of these membrane-associated makers did not translate to changes at the protein level, as determined by flow cytometry. In part, this may reflect the presence of intracellular protein that our flow cytometric approach did not detect, or represents genuine discrepancies between the transcriptome and proteome, as these are not always in direct proportion (33–35). Our results emphasise caution in reading out RNA-Seq alone as a true representation of the cell's activity and highlight the need for orthogonal validation. Nonetheless, the single eye mRNA-Seq approach identified key and novel transcriptional changes which informed subsequent testing on a smaller number of markers via low-throughput approaches.

We confirmed and validated some of the transcriptional changes by flow cytometry but found that the differences were enhanced, and an additional marker (FAS) was identified as significantly different, when microglia were first stratified based on their C5AR1 expression as suggested via a transcripts-led report (13). Furthermore, we identified markers which were exclusive to the C5AR1-expressing microglia (SLAMF1, FAS, MILR1, and LAIR1), but also generalised markers which were not (CD44 and BST2). This agrees with other reports which suggest that C5AR1 is needed for microglial polarisation to pro-inflammatory states, and that its knock-out improved outcomes in an Alzheimer's model (36). Furthermore, microglial heterogeneity has already been reported in Alzheimer's disease, light-damage models, and in response to LPS stimulation *in vivo* (8, 13, 32). Understanding microglial heterogeneity, and identifying changes which are exclusive to subpopulations, is critical for developing targeted therapies.

Conflicting with previous reports investigating LPS-responses and experimental autoimmune encephalomyelitis (EAE), we did not find significant down-regulation of P2RY12 upon microglial activation (11, 13). In EAE, the microglia exhibit a chronic inflammatory state different to the acute LPS response, whilst the report investigating the LPS response used a systemic dose 400 times greater than our own local dose and had an endpoint 24 h post-injection which could explain the discrepancy. We suggest microglial loss of P2RY12 as context-dependent, for example when subject to a significant immune stimulus or persistent inflammation.

For this investigation, a clear marker to distinguish long-lived, yolk-sac derived microglia from infiltrating myeloid cells was critical, particularly during peak ocular inflammation at 18 h post-LPS injection. The *Cx3cr1*^*CreER*^*:R26-tdTomato* line has been validated for this approach previously (14, 37), but as we demonstrate the systemic tamoxifen administration also labels peripheral leukocyte populations which are recruited to the eye during inflammation. Modifying a recently published protocol (27) demonstrates that the 3-day topical tamoxifen administration regime is robust in labelling retinal microglia in both a sensitive (Figure 1) and specific (Figure 3) manner, superior to the established subcutaneous route. 

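Cx3cr1, on chromosome 9 (119901616 to 120069879, GRCm38), was expressed at 99.4 ± 79.3 RPKM (SD, n = 10) in sorted naïve microglia, at 22.4 ± 11.2 at 4 h (n = 6), at 67.8 ± 20.7 at 18 h (n = 5) and at 109 ± 73.7 at 2 weeks (n = 7). The naïve values ranged from 45.2 to 115 RPKM in 9 retinas and reached 318 in the other. Its log2 fold change at 4 h was -2.05 (adjusted p = 6.9e-04 from limma), with 6 of 6 retinas below all naïve ones, and the call was lost with untransformed RPKM (range of adjusted p over the alternatives 2.6e-04 to 0.17).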

Shortening of the originally-published topical protocol from 4 days to three is likely possible due to the very high expression of *Cx3cr1* in microglia and reduces confounders of animal handling and stress to the mice as a refinement^4^ The high expression of *Cx3cr1* by microglia also explains why mice underwent tamoxifen-independent (or constitutive) recombination in 45% of the microglia as tamoxifen-independent recombination (constitutive receptor activation of the CreER) is a well-characterised phenomenon (38–40).

With other administration routes, we found that the specificity for microglia was reduced during ingress of immune cells with inflammation. This supports recent studies of microglia that highlight the need to confirm the specificity for microglia in their disease model and employ techniques with single-cell resolution to resolve the non-microglial cell populations (8, 41).

Taking all our data together, we show that three previously suggested markers (P2RY12, CD44, and SIGLECH) exhibit poor specificity for microglia. However, with the *Cx3cr1*^*CreER*^*:R26-tdTomato* line it remains possible to validate potential markers, assuming the line retains specificity for microglia across disease contexts. Microglial subtypes can exhibit both differential and generalised responses to LPS.

In summary, we demonstrate that the homeostatic threshold of retinal microglia is reset following an acute inflammatory insult and identify potential markers for delineating the heterogeneity of microglia that may be used depending on context of retinal perturbation.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) repository under the accession number GSE138247. Spreadsheets of gene expression values, in addition to the lists of DEGs (with *p*-values and fold-changes) are included as part of this upload.

## Ethics Statement

All procedures were conducted in concordance with the United Kingdom Home Office licence (PPL 30/3281) and were approved by the University of Bristol Ethical Review Group. The study also complied with the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Visual Research.

## Author Contributions

OB, DC, AW, and CC performed the experiments. CL provided materials. OB, DC, CC, and AD planned and analysed the experiments. OB, DC, CC, LN, CL, and AD wrote the manuscript and planned the research project.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Single Eye mRNA-Seq Reveals Normalisation of the Retinal Microglial Transcriptome Following Acute Inflammation
**Source:** Front Immunol. 2020 Jan 9;10:3033. doi: 10.3389/fimmu.2019.03033
**Supplement:** Supplementary file 1

Supplementary Material

| Panel | Target | Fluorophore | Clone | Supplier |
| --- | --- | --- | --- | --- |
| Broad Immune Cell Phenotyping | B220 | FITC | RA3-6B2 | BD Biosciences |
|  | CD3 | APC | 145-2c11 |  |
| (Used in all panels) | CD45 | PE-Cy7 | 30-F11 |  |
|  | Gr-1 (Ly6C/Ly6G) | Alexa-700 | RB6-8C5 |  |
|  | CD11b | APC-Cy7 | M1/70 |  |
| Microglia Seq Validation | Milr1 (Allergin-1) | BV421 | TX83 |  |
|  | C5ar1 | BV510 | 20/70 |  |
|  | CD44 | Super Bright 600 | IM7 | Thermo Fisher Scientific |
|  | Siglech | BV650 | 440c | BD Biosciences |
|  | Fas (CD95) | BV711 | Jo2 |  |
|  | Mertk (Mer) | BV786 | 108928 |  |
|  | Slamf1 (CD150) | FITC | 9D1 | Thermo Fisher Scientific |
|  | Bst2 (CD317) | PE-eFluor610 | eBio927 |  |
|  | Lair1 | PE-Cy5.5 | 113 | Novus Biologicals* |
|  | P2ry12 | APC | S16007D | Biolegend |
| Supplementary Table 1. A list of monoclonal antibodies used for flow cytometry in the current study. The “Broad Immune Cell Phenotyping” panel was used for testing the sensitivity and specificity of microglial tagging, in addition to EIU kinetics. The “Microglia Seq Validation” panel was used to validate the novel and key makers identified by mRNA-Seq during EIU. *Novus Biologicals (Centennial, CO). | | | | |

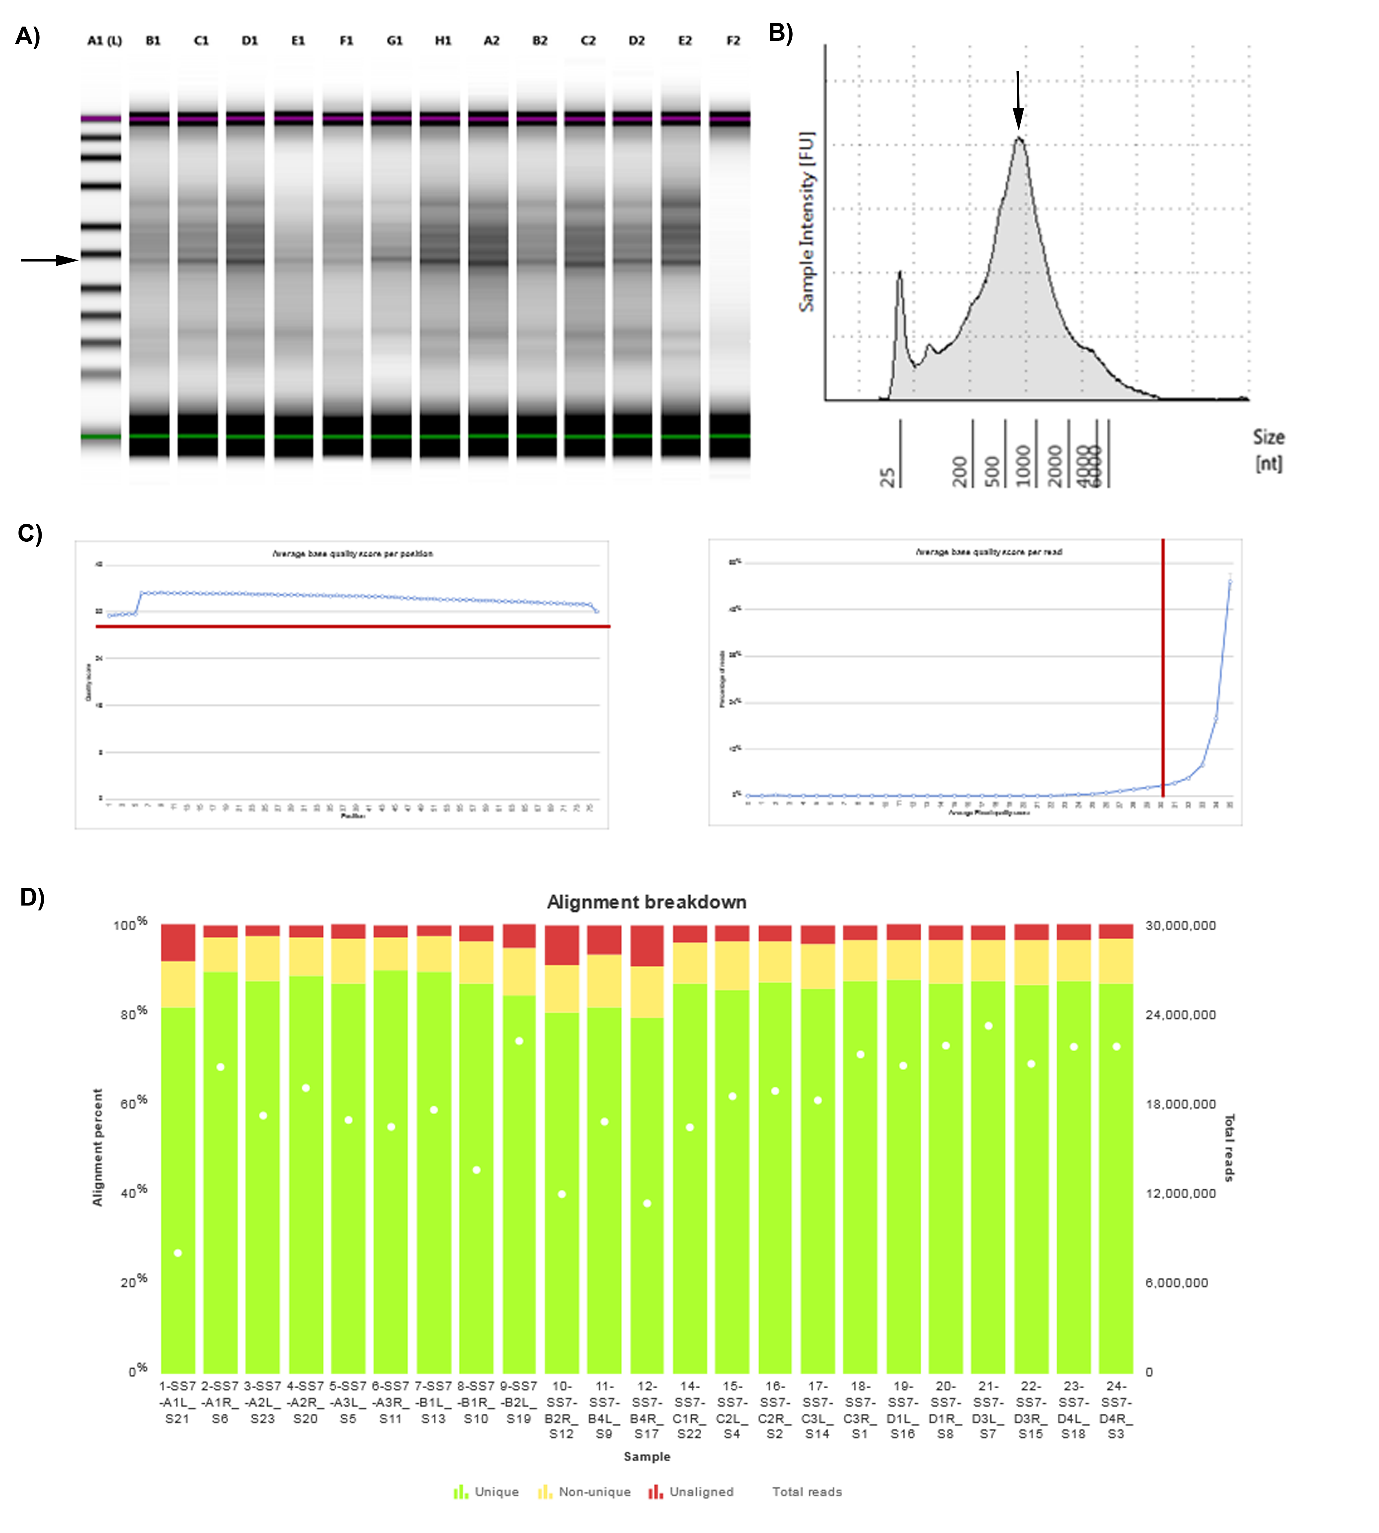

**Supplementary Figure 1. RNA-Seq QA/QC. (A)** A representative Agilent bioanalyser gel shows a distinct cDNA peak just below 1,000 bp (arrow) in samples, with no amplification in a negative water control in column F2. **(B)** A histogram of a single sample shows a single clean peak, indicating high quality output material. The FastQC report indicated a non-uniform distribution of bases that stabilised after the first 15 nucleotides (as expected), very low (if any) n content, and a normal GC content. **(C)** RNA-Seq QA/QC of Phred quality scores shows an average score >30 in all base positions (1-75; left), and a Phred score >30 for the vast majority of reads (right; ≤2.5% missed this criterion) – red lines indicate a Phred score of 30. **(D)** The percentage of total alignments (green and yellow) was ~90% per sample, with ~80% of all reads aligned uniquely (green).

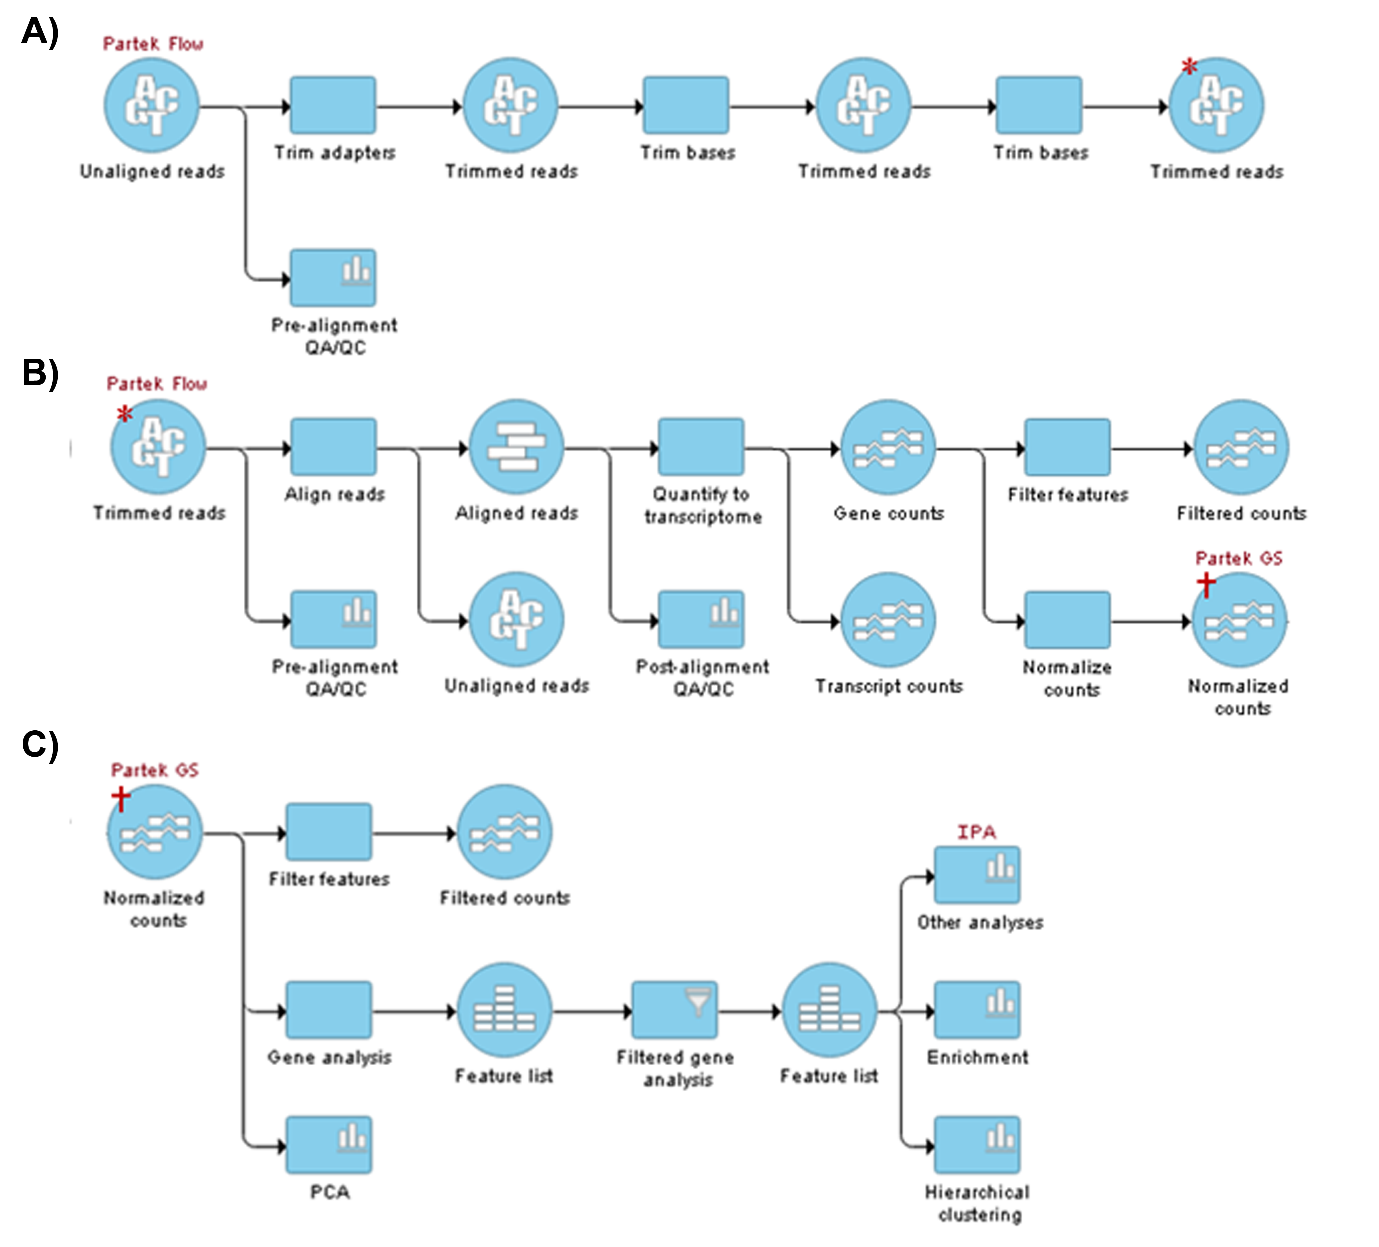

**Supplementary Figure 2. The bioinformatics pipeline for processing and analysing the RNA-Seq data. (A)** The bioinformatics analysis shown starting with the unaligned reads and pre-alignment processing, **(B)** alignment, alignment QC and quantification of reads, and **(C)** differential gene expression analysis (DGEA) and filtering/visualisation; Partek Flow was used for pre-processing, alignment, and quantification of the data whilst Partek Genomics Suite (PGS) was used to normalise the data and perform DGEA. Both PGS and Ingenuity Pathway Analysis (IPA) were used for visualisations and further analysis of the data and pathway enrichment.

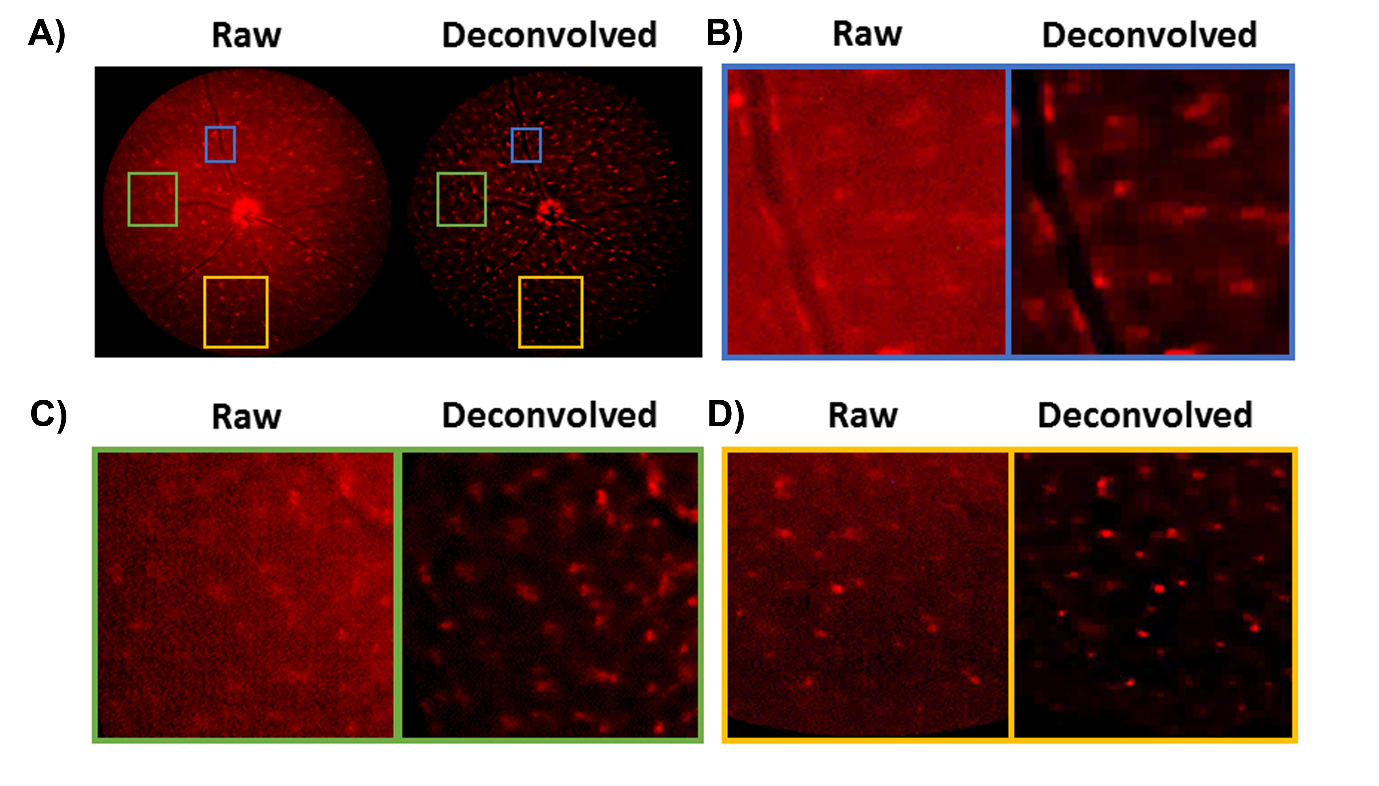

**Supplementary Figure 3. tdTomato fluorescence images of a mouse retina both pre- and post-deconvolution using the Huygens software. (A)** Fluorescent fundal images were acquired from naïve *Cx3cr1^CreER^:R26-tdTomato* mice 4 weeks following tamoxifen administration. Paired raw and deconvolved images showing how the software algorithm improves the image detail quality. Full fundal distribution of microglia and close-up images of cells located in **(B)** peri-vascular, **(C)** central and **(D)** peripheral retinal regions.

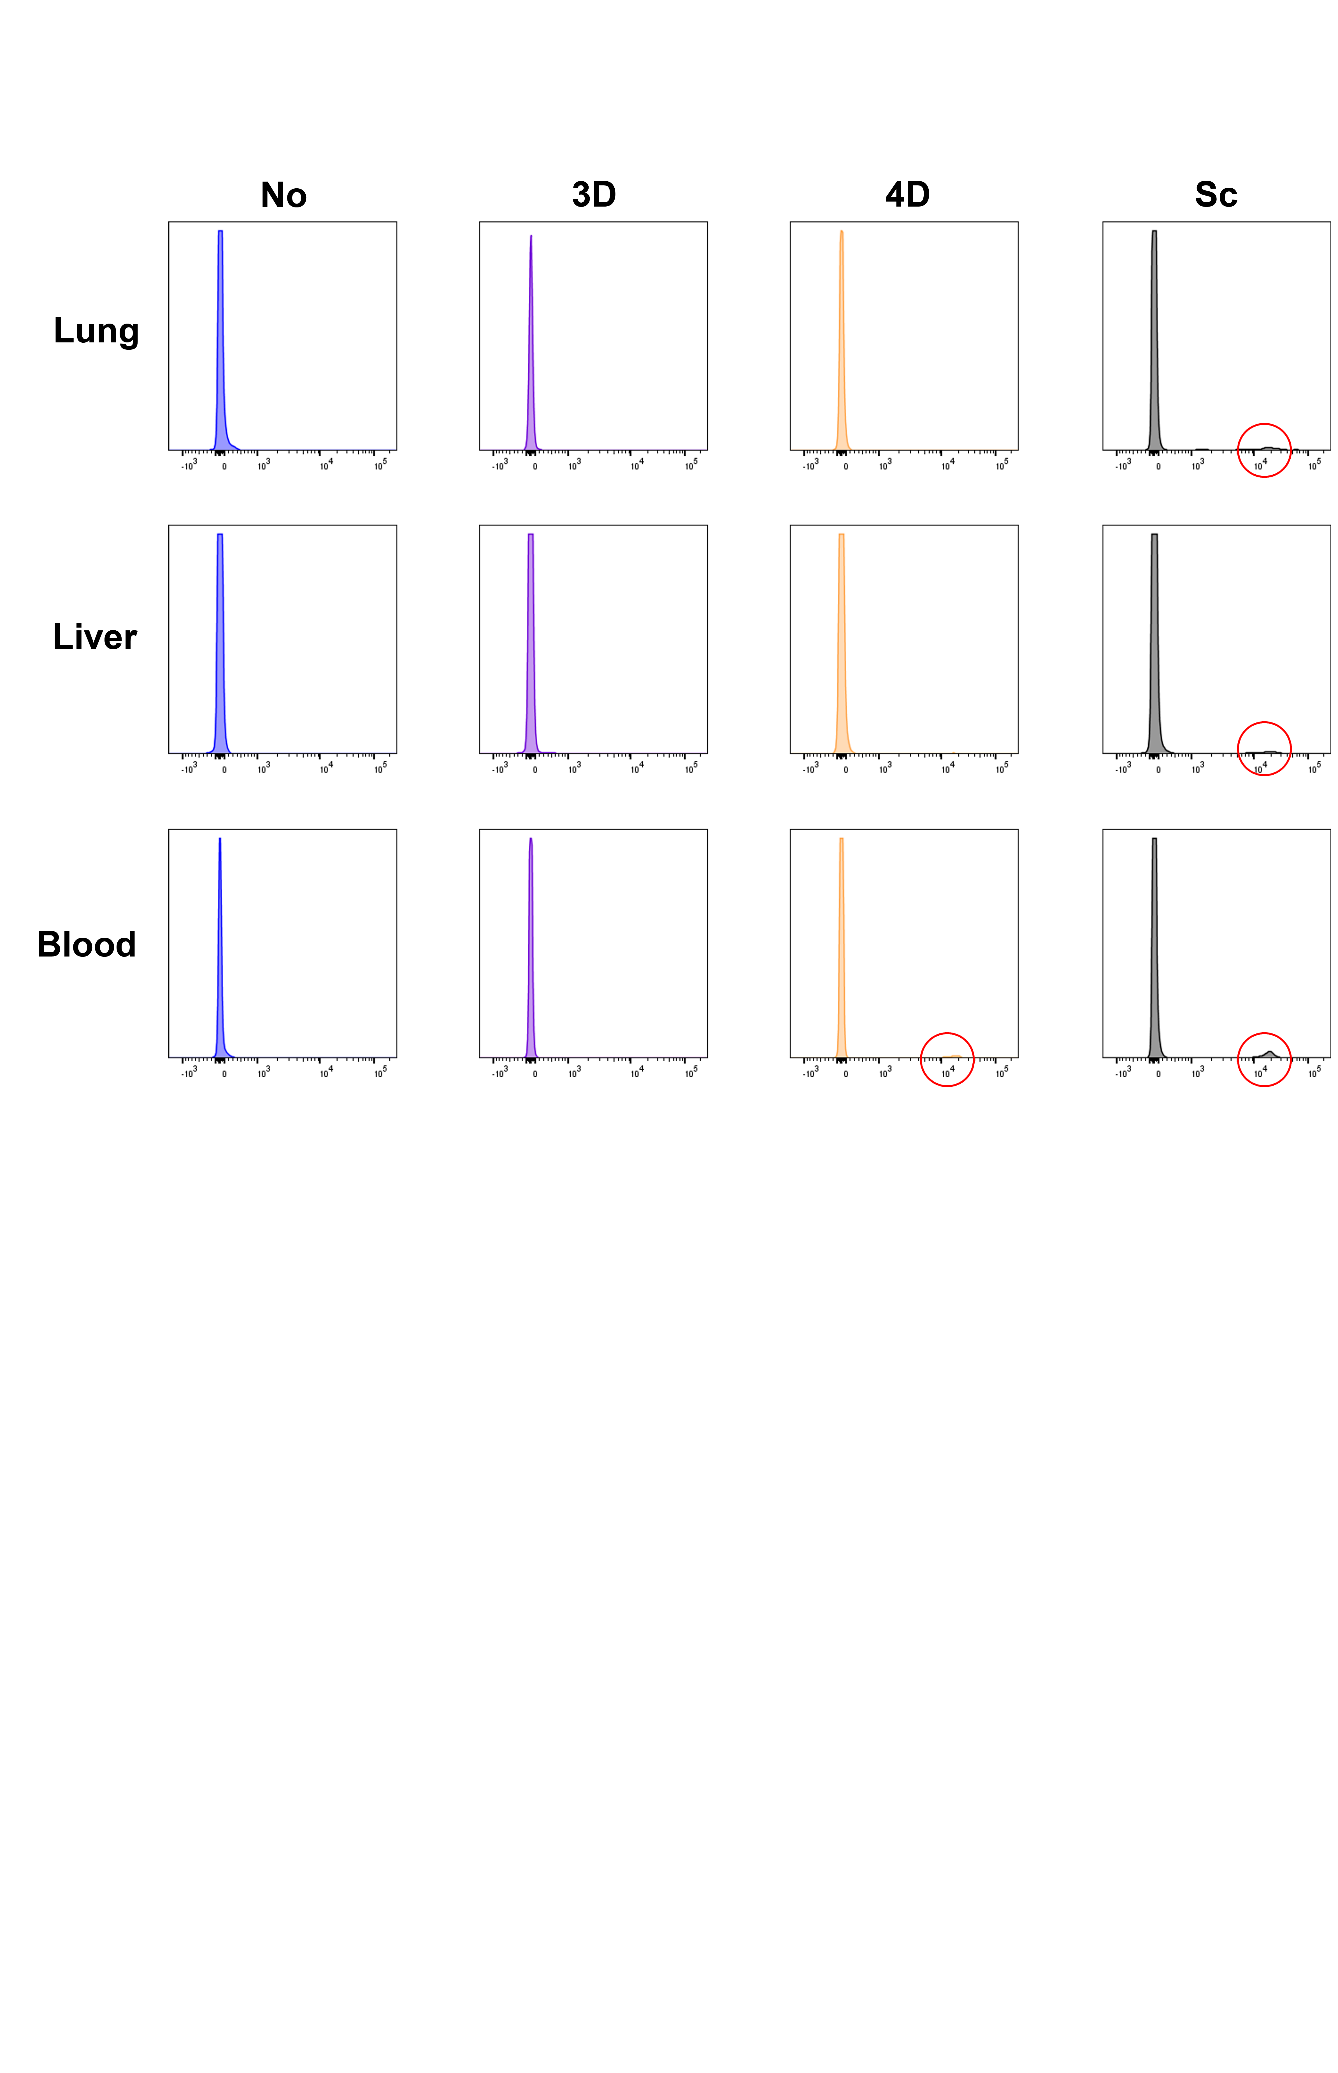

**Supplementary Figure 4. Flow cytometric analysis of peripheral tissues indicates a small, but potentially significant, number of tdTomato^hi^ cells.** Tissues were gated for cells, singlets, live cells, and then for myeloid cells (CD45^+^, CD11b^+^). Histograms of tdTomato fluorescence intensity from the different tissues are shown. Histograms containing a small number of positive cells are highlighted with circles. Abbreviations: No – no tamoxifen administered, 3D – 3-day topical tamoxifen regime, 4D – 4-day topical tamoxifen regime, Sc – subcutaneous tamoxifen regime.

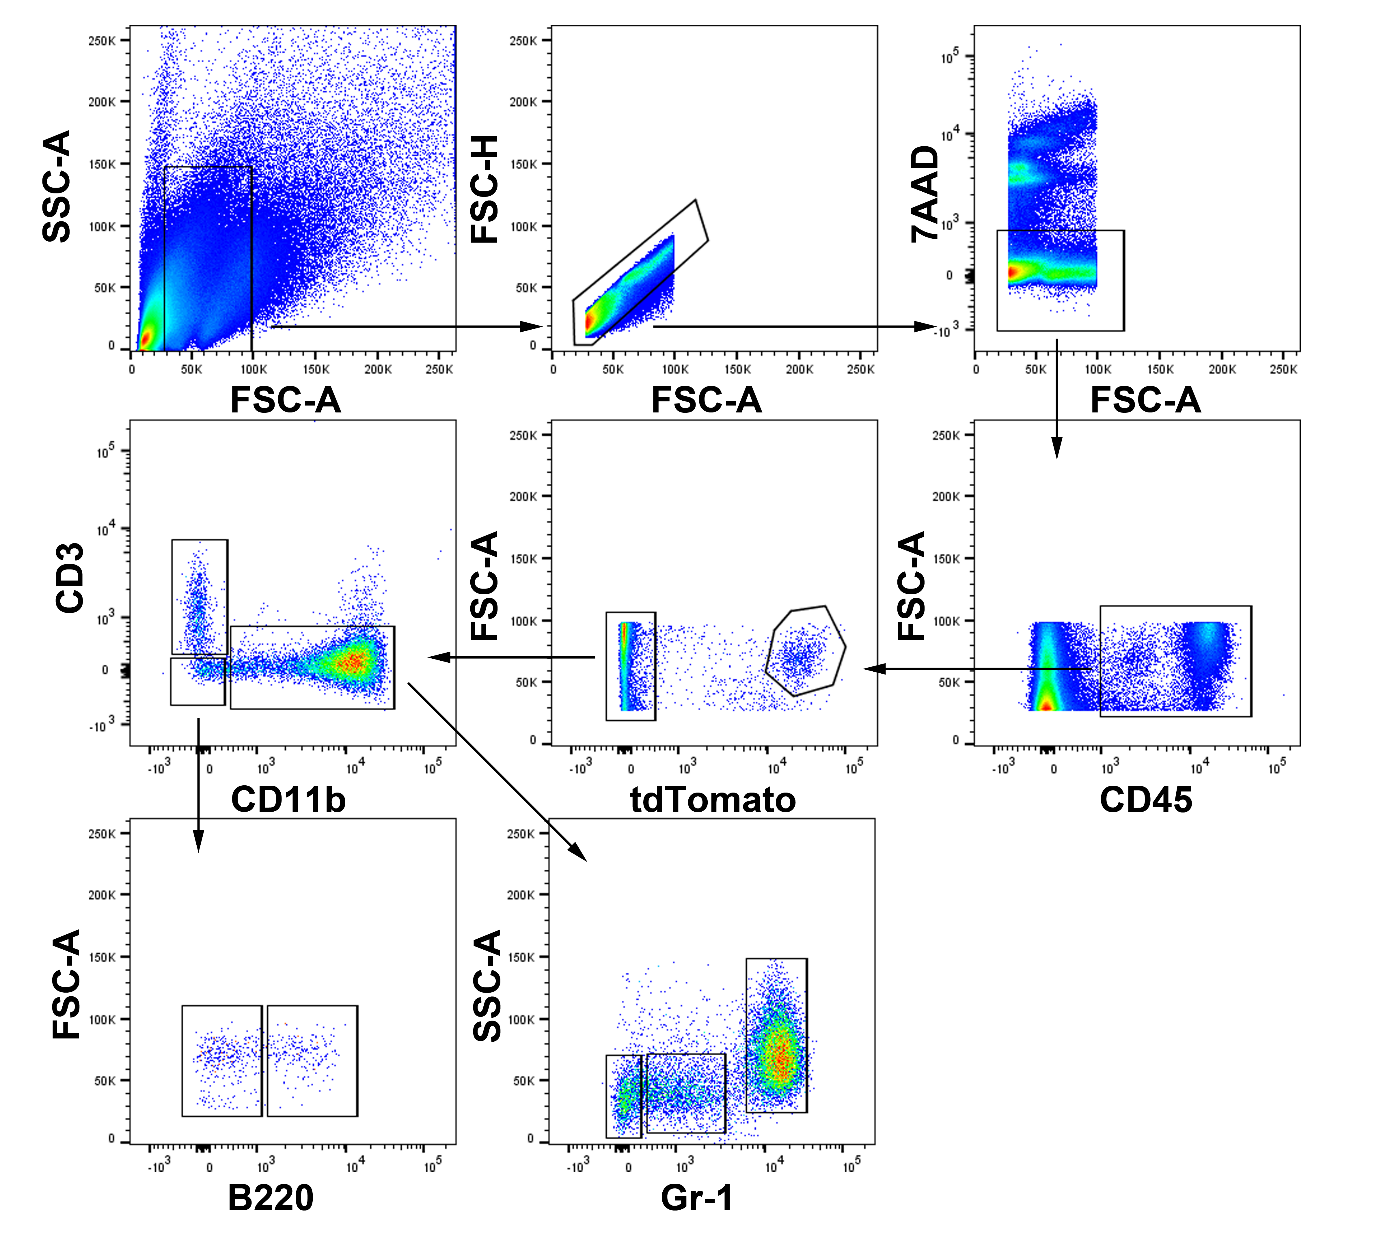

**Supplementary Figure 5. Flow Cytometric Gating Strategy to show differentiation of immune cell infiltrate and microglia at 18 hours EIU.** Retinas were gated for cells, singlets, live cells, and immune cells. They were then separated into microglia (tdTomato^hi^) and non-microglial cells (tdTomato^-^), myeloid cells (CD11b^+^), T cells (CD3^+^), and other (CD3^-^, CD11b^-^), with the myeloid cells further discriminated into Gr-1^-^, Gr-1^lo^ (Ly6C^+^), and Gr-1^hi^ (Ly6G^+^) cells. The “other” cells were gated on B220 to identify B cells.

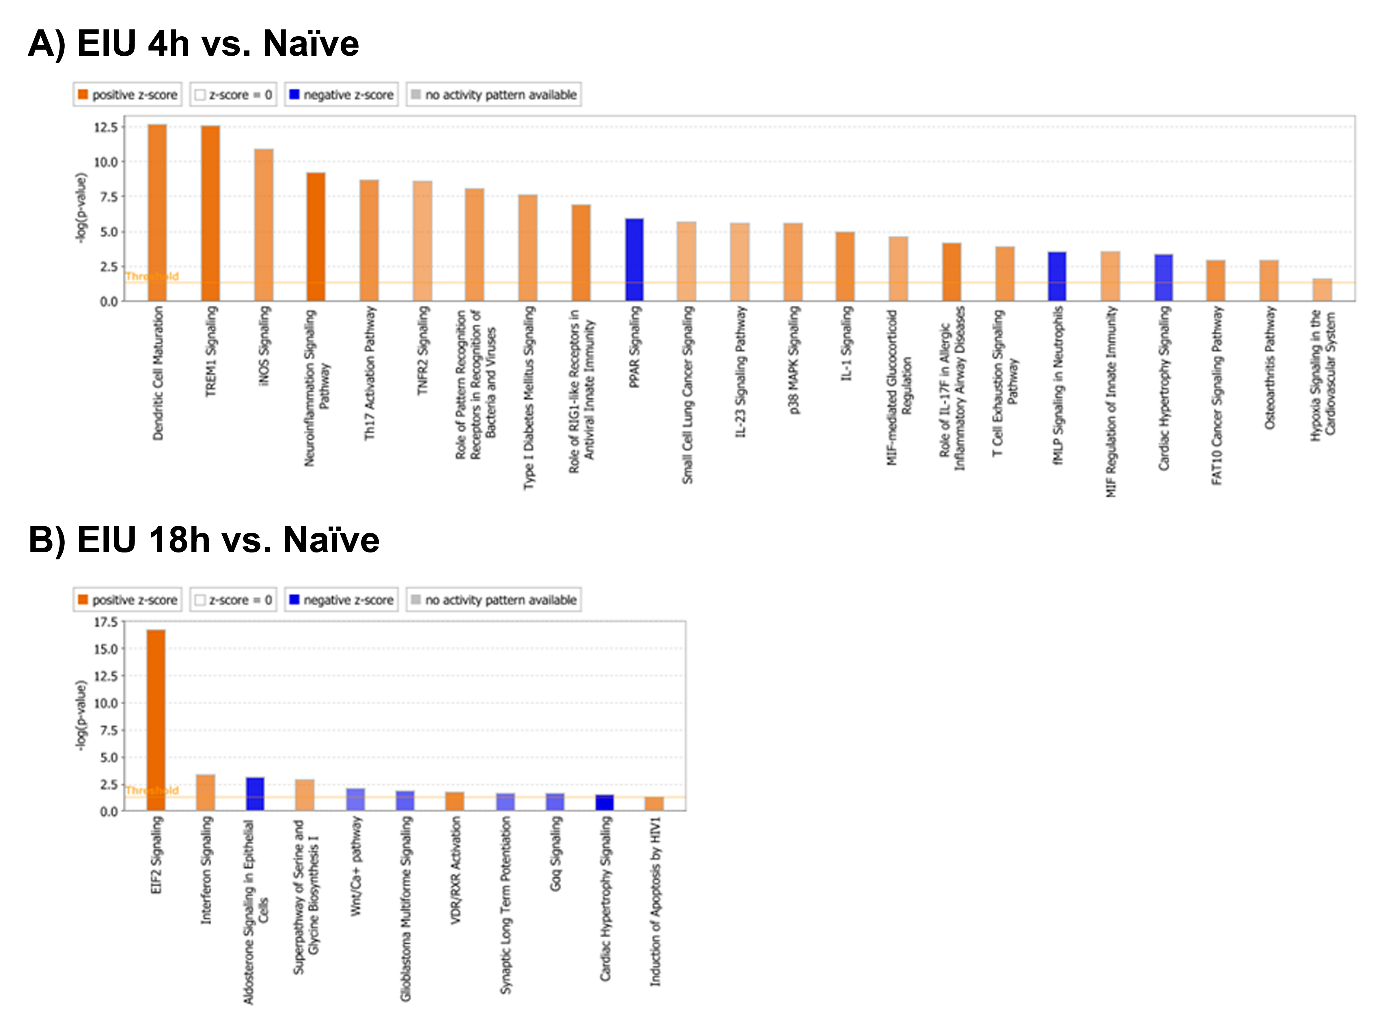

**Supplementary Figure 6. Ingenuity Pathway Analysis** (**IPA) software identifies canonical pathways that are significantly altered in microglia during the course of endotoxin-induced uveitis (EIU). (A)** Significantly altered pathways at 4 hours post-injection and **(B)** 18 hours post-injection are shown. A p value threshold of ≤0.05 is indicated by the horizontal line. The shading intensity of the bars indicates how strongly positive (orange) or negative (blue) the z-score (directionality score) was for each pathway.

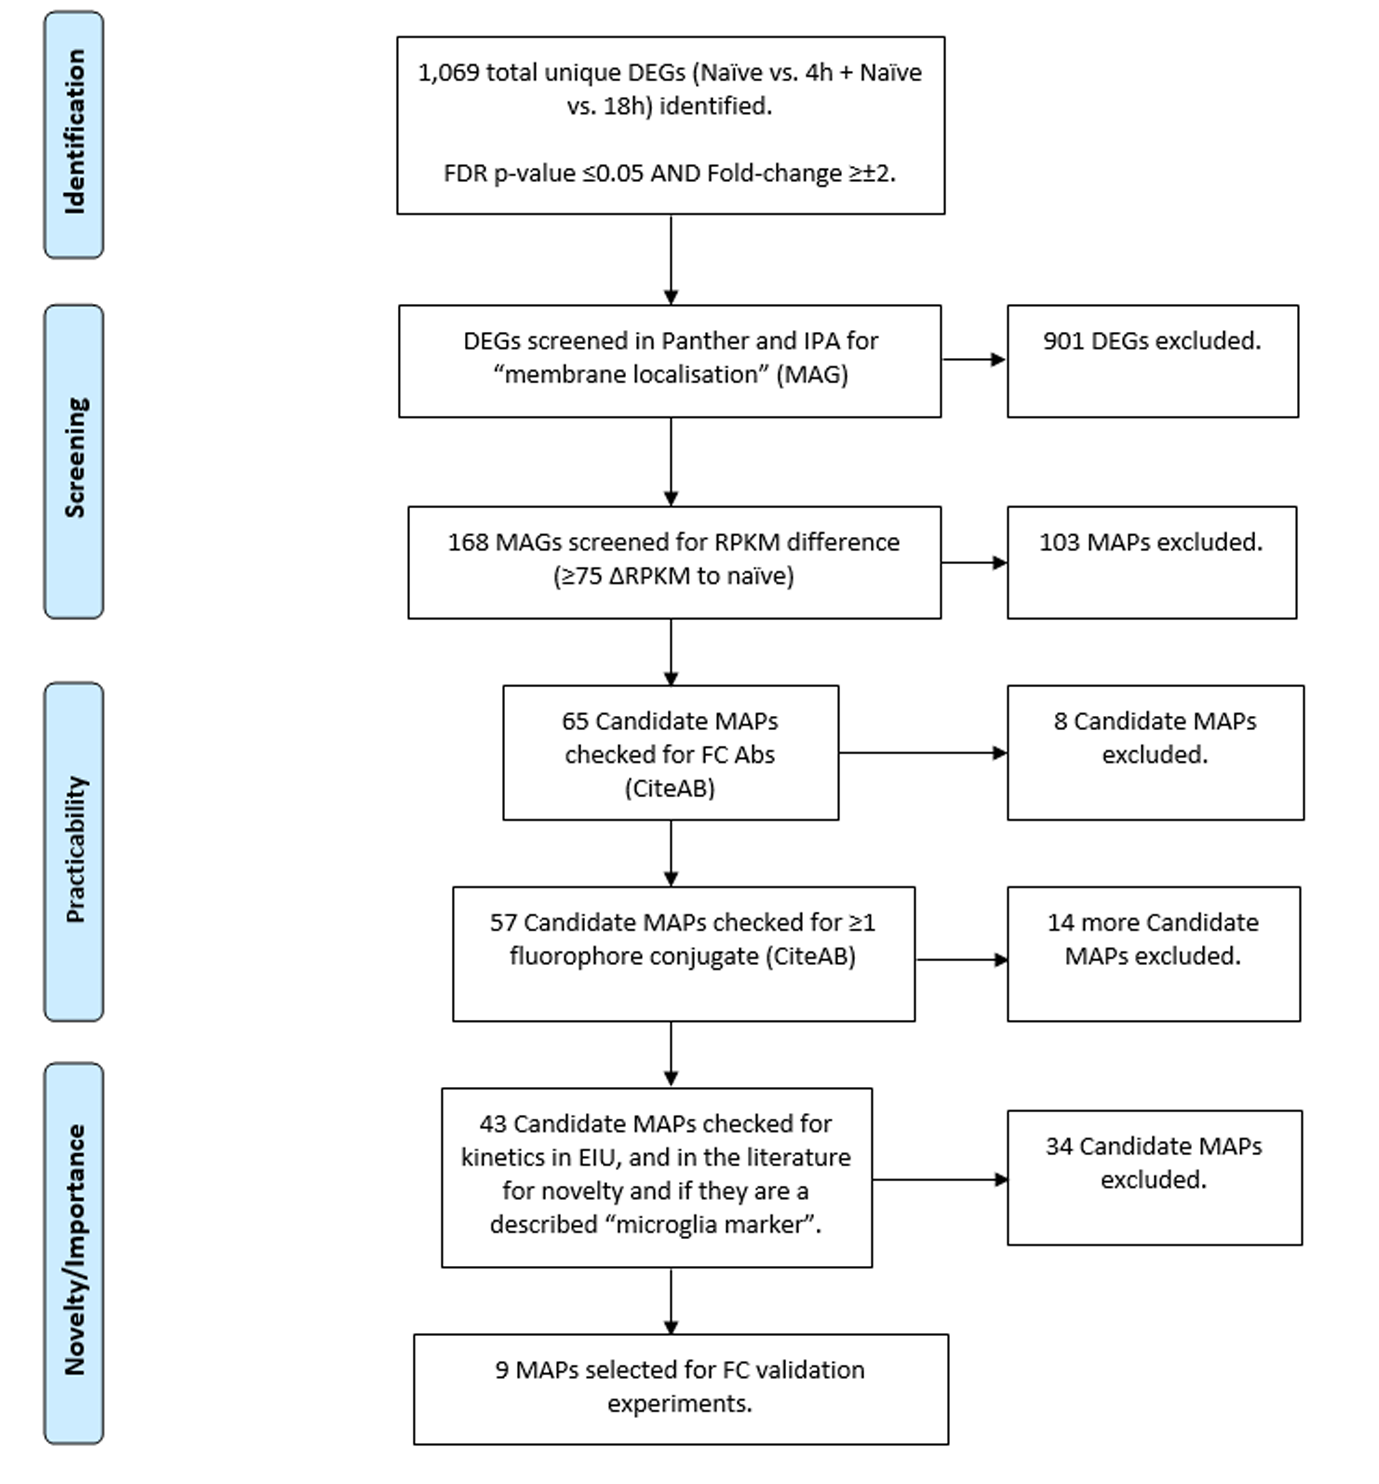

**Supplementary Figure 7. A flow-chart to demonstrate selection of markers for validation.** One thousand and sixty-nine DEGs identified and targets screened for membrane localisation (for simple flow cytometric validation), large RPKM difference, and availability of conjugated antibodies. Targets were selected based on whether they were novel with respect to describing microglial activation (*Milr1*) or without validation beyond the transcript level (*Bst2*, *Fas*, *Lair1*, *Slamf1*) (1-5), whether they were a previously specific or enriched microglial marker (*P2ry12*, *Siglech*) (6, 7), whether our data was in contrast to previous reports (*Mertk*) (8), or appeared crucial in light of other reports (*C5ar1*) (9). The other marker (*Cd44*) was selected for testing based on results of a pilot study and its previous description as a possible microglial marker (10). This diagram was generated using the PRISMA word document template (11). Abbreviations: DEG – differentially-expressed gene, MAG – membrane-associated gene, MAP – membrane-associated protein, FC – flow cytometry.

References:

1. Rangaraju S, Dammer EB, Raza SA, Rathakrishnan P, Xiao H, Gao T, et al. Identification and therapeutic modulation of a pro-inflammatory subset of disease-associated-microglia in Alzheimer's disease. Mol Neurodegener. 2018;13(1):24.

2. Vogt M, Bauer MK, Ferrari D, Schulze-Osthoff K. Oxidative stress and hypoxia/reoxygenation trigger CD95 (APO-1/Fas) ligand expression in microglial cells. FEBS Lett. 1998;429(1):67-72.

3. Das A, Chai JC, Kim SH, Park KS, Lee YS, Jung KH, et al. Dual RNA sequencing reveals the expression of unique transcriptomic signatures in lipopolysaccharide-induced BV-2 microglial cells. PLoS One. 2015;10(3):e0121117.

4. Izzy S, Liu Q, Fang Z, Lule S, Wu L, Chung JY, et al. Time-Dependent Changes in Microglia Transcriptional Networks Following Traumatic Brain Injury. Front Cell Neurosci. 2019;13:307.

5. Haslund-Vinding J, McBean G, Jaquet V, Vilhardt F. NADPH oxidases in oxidant production by microglia: activating receptors, pharmacology and association with disease. Br J Pharmacol. 2017;174(12):1733-49.

6. Butovsky O, Jedrychowski MP, Moore CS, Cialic R, Lanser AJ, Gabriely G, et al. Identification of a Unique TGF-β Dependent Molecular and Functional Signature in Microglia. Nature neuroscience. 2014;17(1):131-43.

7. Chiu IM, Morimoto ET, Goodarzi H, Liao JT, O'Keeffe S, Phatnani HP, et al. A neurodegeneration-specific gene-expression signature of acutely isolated microglia from an amyotrophic lateral sclerosis mouse model. Cell Rep. 2013;4(2):385-401.

8. Nomura K, Vilalta A, Allendorf DH, Hornik TC, Brown GC. Activated Microglia Desialylate and Phagocytose Cells via Neuraminidase, Galectin-3, and Mer Tyrosine Kinase. Journal of immunology (Baltimore, Md : 1950). 2017;198(12):4792-801.

9. Sousa C, Golebiewska A, Poovathingal SK, Kaoma T, Pires-Afonso Y, Martina S, et al. Single-cell transcriptomics reveals distinct inflammation-induced microglia signatures. EMBO Rep. 2018;19(11).

10. Lewis ND, Hill JD, Juchem KW, Stefanopoulos DE, Modis LK. RNA sequencing of microglia and monocyte-derived macrophages from mice with experimental autoimmune encephalomyelitis illustrates a changing phenotype with disease course. J Neuroimmunol. 2014;277(1-2):26-38.

11. Moher D, Liberati A, Tetzlaff J, Altman DG, Group P. Preferred reporting items for systematic reviews and meta-analyses: the PRISMA statement. PLoS Med. 2009;6(7):e1000097.

How the deposited data were processed for this re-analysis (not part of the article)

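The data are mRNA-Seq values of microglia sorted from 28 single mouse retinas: 10 naïve, 6 at 4 h, 5 at 18 h and 7 at 2 weeks after LPS injection. The retinas come from 2 experiments and from both eyes, and each was taken as 1 replicate. The sample labels give the eye but not the mouse, so 2 retinas may come from 1 animal. The tests treat all retinas as independent, and their p-values may be too small if that is so. The paper reports 30 samples sorted, of which 28 were sequenced.

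Reads were trimmed by the authors, aligned to mm10 with STAR, and quantified on Ensembl transcripts with Partek's expectation-maximisation method, which can divide a read between transcripts and genes. The deposited values are RPKM, so whole reads cannot be recovered from them, but the deposited table states the number of alignments of each retina, from 7510000 to 19700000. Genes with very low values and exact zeros can be products of that estimation. The authors also deposited a table of DEGs for 4 h and one for 18 h, from a one-way ANOVA over the 4 groups, with p-values, the ratio of group means, a signed fold change and score columns with F statistics and sums of squares. Only the genes, directions, p-values and ratios of those tables were used.

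Values were transformed to log2(RPKM + 1). Genes with an RPKM of at least 1 in at least 5 of the 28 retinas were kept, which left 13164 of 40021 genes, and 4 lines that shared a gene symbol were kept apart. The main test was limma 3.58.1 in R 4.3.3, with all 28 retinas in 1 fit of the 4 groups, empirical Bayes moderation with a mean-variance trend, and Benjamini-Hochberg adjustment. A DEG had an adjusted p of at most 0.05 and a fold change of at least 2 in either direction, as in the paper. Gene lists were tested with camera, at a preset inter-gene correlation of 0.01, and with fry. The distance between naïve and 2-week retinas was tested by exact permutation, and figures were drawn with Python 3.11.15.

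The 17 gene lists cover ribosomal proteins, proteasome subunits, oxidative phosphorylation, NF-kappa B, toll-like receptor and TNF signalling, cytokines and chemokines, interferon-stimulated genes, homeostatic and primed microglia, neutrophils, monocytes, lymphocytes, rod photoreceptors, Müller glia, erythrocytes and endothelium. They were written from general knowledge before the data were examined, with ribosomal, proteasome and oxidative phosphorylation genes taken by symbol. The paper's GO, KEGG and IPA analyses were not repeated. Genes named in the text are the 16 the paper names for the mRNA-Seq data, the 3 DEGs with the largest increase and the 3 with the largest decrease at 4 h and at 18 h among those whose retinas did not overlap with naïve retinas, the 3 genes with the smallest p at 2 weeks, and the 3 with the smallest p for a difference between the experiments at 4 h. Other genes were named after their values were seen. The results of some of these genes are not reported here. Coordinates are those of GRCm38 from GENCODE mouse release M21.

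The tests were checked on simulated data made from the residuals of the 28 retinas, with 200 of 13164 genes changed in each of 20 draws. Changed genes and lists were drawn only from genes with a naïve mean log2(RPKM + 1) of at least 3. The shares below therefore do not cover genes of lower expression. At 4 h the test called 9.2%, 38.5%, 64.3% and 89.8% of genes with a true log2 fold change of 1, 1.5, 2 and 3, and at 18 h it called 7.4%, 30.9%, 58.7% and 87.1%. At 2 weeks these shares were 10.8%, 42.5%, 70.2% and 91.6%. The median number of false calls was 1, 1.5 and 0. Of 20 raised lists of 40 genes, camera and fry each called 20, and of 20 unchanged lists they called 3 and 1. The test for a difference between the experiments called 33.65% of 4000 genes with a true difference of 3 on the log2 scale.

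Alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter and a filter at an RPKM of 5, the experiment or the eye side as a covariate, a replicate block, fits of only the groups compared or of 1 experiment, each retina left out, other variance models, an ANOVA on untransformed RPKM, quantile normalisation, rescaling to equal summed RPKM, and other thresholds. Removal of the trend with GC content and transcript length within each retina, by splines with 4 degrees of freedom, was chosen after seeing the data. GC content and length were known for 98.4% of the genes tested.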

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

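Of the tests in this part, those of Saa3, of the genes that differ between the experiments, of a weaker response beyond the interferon-stimulated genes, of a response further along, of the naïve retinas, of the number of genes by experiment and of its relation to depth within groups were chosen only after the result was seen. For the neutrophil and monocyte lists, the restriction to genes with a naïve mean of at most 1 RPKM was set after their values had been seen, and for the weaker response, the response further along, the naïve retinas, depth and haemoglobin the deciding quantity was changed after a first look.

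Saa3, on chromosome 7 (46711998 to 46715700, GRCm38), encodes a serum amyloid A acute-phase protein and was the only gene called at 2 weeks, a time point at which the paper lists none. Its log2 fold change was 5.60 (standard error 0.70, adjusted p = 7.6e-05 from limma), and 7 of 7 two-week retinas lay above all 10 naïve ones (exact permutation p = 5.1e-05, the smallest that 19448 splits allow). The means were 0.347 ± 0.190 RPKM in naïve retinas (SD, n = 10), 47.2 ± 67.3 at 4 h (n = 6), 5826 ± 4445 at 18 h (n = 5) and 81.3 ± 53.4 at 2 weeks (n = 7). A batch difference is argued against, because in each experiment every 2-week retina exceeded every naïve retina, with a lowest 2-week value of 18.2 RPKM in experiment 1 (highest naïve value 0.649) and 54.5 in experiment 2 (0.359). If molecules of 18 h libraries had been carried over, other genes near 0 in naïve retinas and at 20 RPKM or more at 18 h would stand at the same share of their 18 h level. Saa3 stood at 1.39% and the median of the 17 others was 0.352%, with 8 at 0.204% or less, among them 3 listed at 0, and 4 above Saa3, which argues against carry-over as the whole cause. Neutrophils are argued against as well: the highest 2-week mean among the 10 of 11 neutrophil genes with a naïve mean of at most 1 RPKM was 0.454 RPKM (Mmp9), and S100a8 was at 0.0489. Monocytes cannot be told apart as a source. The highest 2-week mean among 7 of 9 monocyte genes chosen the same way was 4.26 RPKM for Plac8 (8.79 at 18 h), a rise that goes with them, while the median of the 7 was 0.0644 and Ccr2 stood at 0.176, levels too near the floor to exclude a small share. Of these lists, naïve retinas express 1 neutrophil and 2 monocyte genes at 1 RPKM or more. RNA of other retinal cells was not tested as a source, and without vehicle-injected retinas LPS cannot be told from the injection itself. A remaining Saa3 response of microglia is therefore a hypothesis only. The next smallest p values at 2 weeks were those of Cxcl13 (2.57, p = 2.6e-04) and Aste1 (1.14, p = 4.6e-04), both with an adjusted p of 1.

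The change at 4 h differed between the experiments for 13 genes, 12 less raised in experiment 2 and 1, Cxcl1, more raised, and 620 genes had an unadjusted p under 0.05. The difference of the 4 h change between experiments 2 and 1 was 4.24 on the log2 scale for Cxcl1 (adjusted p = 1.9e-04), -4.62 for Slamf1 (0.0042), -2.88 for Il4i1 (0.012) and -3.49 for Cd44 (0.032). Cxcl1 was at 3.27 ± 2.30 RPKM at 4 h in experiment 1 (n = 3) and at 79.6 ± 48.2 in experiment 2 (n = 3). Of 100 assignments of the experiment labels within groups, 1, the real one, gave as many genes, and the highest other number was 8. At 2 weeks 0 genes differed (383 with an unadjusted p under 0.05), so all 100 assignments gave as many. After removal of the GC and length trend 10 of the 13 genes were still called, which argues against that trend as the whole cause. The number is unstable: it was 0 with a pseudocount of 0.1, 29 with a pseudocount of 10, and between 0 (without the sixth 4 h retina) and 36 (without the first) across the fits that each left out 1 retina. The calls of single genes are unstable too. With a pseudocount of 0.1 the adjusted p was 0.36 for Cxcl1 (range over the alternatives 8.3e-07 to 1.0), 0.31 for Slamf1 (1.2e-07 to 1.0), 0.60 for Il4i1 (3.0e-06 to 1.0) and 0.41 for Cd44 (0.0038 to 1.0). Cd44 was lost in 5 of 14 alternatives and Il4i1 in 4 of 13, the latter also after removal of the GC and length trend (0.094). Of the 28 fits that each left out 1 retina, 16 called Cd44, 24 Il4i1 and 27 Slamf1. Without the sixth 4 h retina these had 0.20, 0.092 and 0.092, while Cxcl1 was called in 23 of the 23 such fits that tested it, with an adjusted p of at most 0.0012.

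The 37 interferon-stimulated genes were all less raised at 4 h in experiment 2, with a median difference of -2.16 (fry p = 8.7e-04, adjusted over the lists 0.015). Their mean log2(RPKM + 1) was 4.49 to 5.33 in the 3 retinas of experiment 1. In the 3 of experiment 2 it was 3.07 to 4.25. These ranges do not overlap, but an exact permutation test, two-sided, of 3 against 3 retinas cannot give a p below 0.10. Removal of the GC and length trend left -2.23. A response weaker to the same extent in every pathway is argued against. The mean log2(RPKM + 1) of the 89 NF-kappa B, TNF and cytokine genes outside this list rose by 2.87 in experiment 1 and by 2.61 in experiment 2, 91.0% of it (81.8% to 102% with each naïve or 4 h retina left out in turn). The interferon-stimulated genes rose by 2.69 and 0.50, 18.6% (6.81% without the fifth 4 h retina to 28.8% without the sixth). Of the sets below, the genes raised at 4 h only kept 77.4% (67.6% to 85.3%) of their experiment 1 rise. Those raised at 18 h only rose by 0.46 in experiment 1 and by 0.018 in experiment 2, 3.82% (-12.0% without the fourth 4 h retina to 13.3% without the sixth), a small rise to begin with. Whether other genes responded less to a smaller extent cannot be told apart. The 379 genes raised at 4 h only outside this list differed in their change by -0.46, with 251 lower (fry p = 0.071), and the 18 homeostatic genes by 0.80, with 0 lower, so that they fell less (camera adjusted p = 1.6e-09, not called by fry, adjusted p = 0.36), which goes with a weaker response. The median difference of the 89 genes was -0.19 (fry p = 0.58), and between the 4 h retinas themselves the 379 genes differed by -0.25 (fry p = 0.24), which keeps it open. For the 37 interferon-stimulated genes, naïve retinas differed in the other direction (0.84, fry p = 0.022), so part of the difference in change comes from them, but the 4 h retinas themselves differed by -1.32 with 36 of 37 genes lower (fry p = 0.0073), which argues against the naïve retinas as the whole cause. Whether the retinas of experiment 1 were further along towards the 18 h state cannot be told apart: the 264 genes raised at 18 h only, interferon-stimulated genes left out, differed in their change by -0.35 (fry p = 0.095) and by 0.07 between the 4 h retinas themselves (fry p = 0.63), while the naïve retinas differed by 0.45 (fry p = 0.0024), which keeps it open. Differences between the experiments in animals or handling were not tested.

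Of 181 groups of retinas checked for a single value far from the others, 22 had one, where about 9 would by chance. Among naïve retinas, the first had Cx3cr1 at 318 RPKM (others 45.2 to 115) and mean log2(RPKM + 1) values of 4.79 for ribosomal (others 5.68 to 6.11), 5.42 for oxidative phosphorylation (others 6.42 to 6.96) and 8.24 for homeostatic genes (others 7.02 to 7.61). Axl was at 0.312 RPKM in the fourth naïve retina and Hhex at 99.5 in the third (others 31.5 to 52.5). At 4 h, the fourth retina had Cxcl10 at 2566 RPKM (others 1219 to 1495) and 19700000 alignments (others 10500000 to 13800000). At 18 h, the fourth had Cxcl10 at 18.7 RPKM (others 70.9 to 93.7), Gm29291 and Tnfsf9 listed at 0 and 6969 genes detected (others 9499 to 10220), the first had Cxcl13 at 264 RPKM (others 1235 to 1782), and the third had 11600000 alignments (others 13600000 to 14400000). At 2 weeks, the first retina had 6644 genes detected (others 9536 to 11607), Aste1 at 7.33, Gm15523 at 130, Milr1 at 3.10 and P2ry12 at 642 RPKM, a proteasome mean of 4.55 (others 5.25 to 5.68) and an erythrocyte mean of 0 (others 1.88 to 3.00).

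Libraries with few genes at an RPKM of at least 1 recur among these. The relations below are correlations over 27 libraries after the mean of each group in each experiment was removed, with labels permuted within these groups and p adjusted over 9 relations; the 18 h retina that is alone in experiment 2 was left out. The number of genes did not rise with the number of alignments (r = -0.268, permutation p = 0.14, adjusted 0.18; -0.343 to -0.190 with each library left out in turn), nor in experiment 1 (-0.376) or experiment 2 (-0.619, or -0.183 without the fourth 4 h retina), which argues against depth. A difference between the experiments is consistent with the naïve retinas (exact permutation p = 0.043), though experiment 1 spans both low and high values. The slope of log2(RPKM + 1) with GC content was related to the number of genes (r = 0.759, permutation p = 4.0e-05, adjusted 3.2e-04), in experiment 1 (0.790, permutation p = 7.0e-05, adjusted 3.2e-04) and less clearly in experiment 2 (0.701, permutation p = 0.046, adjusted 0.10). The share of summed RPKM taken by the 100 highest genes was related to it in experiment 2 (-0.891, permutation p = 0.012, adjusted 0.036; n = 10) and not over all libraries (-0.440, permutation p = 0.085, adjusted 0.15, or -0.142 without the first naïve retina) or in experiment 1 (-0.468, adjusted 0.18, or -0.108 without the first naïve retina). RNA quality was not tested.

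The erythrocyte genes averaged 6.90 in the fifth 4 h retina (others 1.22 to 2.79). This list holds only haemoglobin genes, for example Hba-a2 at 395 RPKM against at most 23.7 in the other 4 h retinas, so it cannot show whether red blood cells or free RNA brought them. Of 7 other red-cell genes, chosen after the haemoglobin values and before their own had been seen, 5 were above 0 at 4 h and 1, Alas2, at 0.108 RPKM, was highest in this retina (binomial p = 0.60). The highest of the others at 4 h was 0.587 RPKM (Klf1), so these levels are too near the floor to tell, and red blood cells or their RNA cannot be told apart from another source. No biological explanation was tested.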

How the results depend on the processing

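The alternatives below were set before the data were examined, apart from removal of the GC and length trend, which was chosen after seeing the data. No other test in this part was chosen only after the result was seen. Where a result changed, the cause was not tested, apart from the stricter adjusted p, which admits fewer genes. Fits of 1 experiment hold fewer retinas, but this alone does not account for their changes. Experiment 2 alone gave 1474 DEGs at 4 h, against 1063 in the main fit. Under every alternative tried for them, these kept their direction and their side of the threshold: the medians at 18 h of ribosomal (0.78 to 1.30) and proteasome genes (0.72 to 1.20), and the medians at 4 h of interferon-stimulated (0.20 to 2.58) and homeostatic genes (-2.24 to -1.27). The exact permutation p of the distance ratio of naïve and 2-week retinas stayed above 0.05 (0.052 to 0.75), but the ratio itself lay on both sides of 1 (0.969 to 1.10). It was above 1 in experiment 1 alone (1.07), in experiment 2 alone (1.10) and with 1 minus the Pearson correlation as the distance (1.02), and barely so with a pseudocount of 0.1, without a filter and with experiment means removed. The residual change at 2 weeks was 0.077 to 0.55 for genes up-regulated at 4 h (adjusted p of fry 0.068 to 0.79), -0.31 to -0.013 for those down-regulated at 4 h (0.085 to 0.99), 0.0080 to 0.90 for those up-regulated at 18 h (0.068 to 0.85) and -0.38 to 0.090 for those down-regulated at 18 h (0.085 to 0.99).

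With a pseudocount of 10 there were 416 DEGs at 4 h (241 up-regulated and 175 down-regulated), 338 at 18 h (264 up-regulated and 74 down-regulated) and 649 unique ones. Of these, 181 were up-regulated at 4 h only, 60 were up-regulated at both, 130 were down-regulated at 4 h only, 42 were down-regulated at both and 32 were down-regulated at 18 h only. The calls shared 249 and 242 genes with the authors' lists, and 29 genes differed between the experiments at 4 h. With a pseudocount of 0.1 that number was 0 (550 with an unadjusted p under 0.05), and the residual change at 2 weeks of genes down-regulated at 18 h was -0.024. An adjusted p of at most 0.01 left 656 DEGs at 4 h, 308 at 18 h and 843 unique ones. Of these, 131 were up-regulated at 18 h only, 60 were up-regulated at both, 237 were down-regulated at 4 h only, 60 were down-regulated at both, 56 were down-regulated at 18 h only and 1 was down-regulated at 4 h and up-regulated at 18 h. It left 217 genes shared with the authors' 18 h list and 2 that differed between the experiments. Without a filter, 2 genes were down-regulated at 4 h and up-regulated at 18 h. With the filter at an RPKM of 5, 252 were up-regulated at 4 h only and 1 was up-regulated at 4 h and down-regulated at 18 h, and 1 gene differed between the experiments.

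Experiment 1 alone gave 414 DEGs at 4 h (252 up-regulated and 162 down-regulated), 238 at 18 h and 560 unique ones. Of these, 98 were up-regulated at 18 h only, 200 were up-regulated at 4 h only, 52 were up-regulated at both, 122 were down-regulated at 4 h only, 40 were down-regulated at both, 48 were down-regulated at 18 h only and 0 were down-regulated at 4 h and up-regulated at 18 h. Its medians were 0.11 for primed (camera adjusted p = 0.30) and 0.0037 for rod genes at 18 h and -0.0093 for homeostatic genes at 2 weeks, and the residual change of genes down-regulated at 18 h was -0.16. In experiment 2 alone, 4 h calls were 368 up-regulated and 1106 down-regulated, and the medians were -0.14 for primed and -0.052 for proteasome genes at 4 h and 0.13 for primed genes at 2 weeks (camera adjusted p = 0.64). With the experiment as a covariate the median of primed genes at 18 h was 0.55 (camera adjusted p = 0.053); over all alternatives that adjusted p lay between 0.0040 and 0.30, and for the 2-week median between 5.2e-04 and 0.64. The covariate of experiment, that of eye side, the fit without a variance trend and quantile normalisation each gave 1 gene up-regulated at 4 h and down-regulated at 18 h. The residual change of genes down-regulated at 18 h was -0.077 with quantile normalisation and -0.13 with the naïve retinas of both steps exchanged. With only the compared groups in the fit, 176 were up-regulated at 18 h only and 2 were up-regulated at 4 h and down-regulated at 18 h.

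The ANOVA on untransformed RPKM gave 484 up-regulated and 360 down-regulated DEGs at 4 h, 516 up-regulated and 183 down-regulated at 18 h and 0 at 2 weeks, where 417 genes had an unadjusted p under 0.05. Of its DEGs, 479 were up-regulated at 18 h only, 36 were up-regulated at both, 246 were down-regulated at 4 h only and 1 was down-regulated at 4 h and up-regulated at 18 h. With experiment as a factor it gave 0 at 2 weeks (467 with an unadjusted p under 0.05), 557 up-regulated and 206 down-regulated at 18 h. Of these DEGs, 518 were up-regulated at 18 h only, 38 were up-regulated at both and 1 was down-regulated at 4 h and up-regulated at 18 h. Without a filter it gave 627 at 4 h (423 up-regulated and 204 down-regulated), 463 up-regulated and 100 down-regulated at 18 h and 0 at 2 weeks (959 with an unadjusted p under 0.05). Of these DEGs, 447 were up-regulated at 18 h only, 15 were up-regulated at both, 139 were down-regulated at 4 h only, 64 were down-regulated at both, 36 were down-regulated at 18 h only and 1 was down-regulated at 4 h and up-regulated at 18 h.

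After rescaling to equal summed RPKM, 150 were up-regulated at 18 h only, 729 were down-regulated at 4 h only, 267 were down-regulated at both, 201 were down-regulated at 18 h only and 1 was up-regulated at 4 h and down-regulated at 18 h. The medians were then -0.14 for ribosomal and -0.084 for proteasome genes at 4 h and -0.080 for toll-like receptor signalling at 18 h. Removal of the GC and length trend gave 0.020 for NF-kappa B signalling at 18 h.

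Retinas with the same replicate number in different groups deviated from their group means with a mean correlation of 0.0480, against 0.0102 for other numbers, so they share only a number. With a replicate block, 0 genes differed between the experiments at 4 h (145 with an unadjusted p under 0.05), Cxcl1, Il4i1, Slamf1 and Cd44 each had an adjusted p of 1.0, and the medians at 18 h were 0.44 for primed (camera adjusted p = 0.17) and 0.28 for rod genes. The residual changes at 2 weeks were then farthest from 0, at 0.55 and 0.90 for genes up-regulated at 4 h and at 18 h (adjusted p of fry 0.068 for each) and -0.31 and -0.38 for genes down-regulated at 4 h and at 18 h (0.085 for each).

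Across the 28 fits that each left out 1 retina, there were 840 to 1188 DEGs at 4 h, 398 to 729 at 18 h, 1 at 2 weeks and 1212 to 1635 unique ones. The lowest 18 h numbers came without 18 h replicates 1 (398), 2 (403) and 3 (411). Genes up-regulated at 18 h only numbered 156 to 318 (162, 179 and 177 without 18 h replicates 2, 3 and 5, and the lowest without replicate 1), at 4 h only 315 to 433 and at both 70 to 123. Genes down-regulated at 4 h only numbered 305 to 499, at both 99 to 178 and at 18 h only 57 to 149 (65 and 60 without 18 h replicates 1 and 3, and the lowest without replicate 2). Those with opposite changes numbered 0 to 1 and 1 to 5. The overlaps with the authors' lists were 466 to 520 at 4 h and 252 to 412 at 18 h, and the distance ratio was 0.963 to 1.02, on both sides of 1 and highest without naïve replicate 1. Between the experiments 0 to 36 genes differed, with 1, 1 and 2 without 4 h replicates 2, 3 and 4, 0 without replicate 6 (418 with an unadjusted p under 0.05) and 36 without replicate 1. The residual change was 0.090 to 0.26 for genes up-regulated and -0.12 to 0.026 for genes down-regulated at 4 h (above 0 without naïve replicate 3 or 5, 4 h replicate 1 or 2-week replicate 1), and 0.051 to 0.21 and -0.072 to 0.084 for those at 18 h (the latter below 0 in 7 fits, lowest without naïve replicate 4). The medians at 18 h were -0.11 to 0.68 for primed genes (below 0 without 18 h replicates 1 and 5), -0.76 to -0.23 for rod genes and -0.21 to 0.0073 for NF-kappa B signalling (above 0 only without 18 h replicate 4). At 2 weeks they were 0.39 to 0.80 for primed and -0.017 to 0.18 for homeostatic genes (lowest without 2-week replicates 2 and 5), and that of ribosomal genes at 4 h was 0.0029 to 0.25. Axl at 18 h had -0.53 to 0.0072 (above 0 only without 18 h replicate 2).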

Differences from the paper's values

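The paper's reported number of DEGs at 4 h is 613, and 1063 were called here. Among the alternatives set before the data were examined, an ANOVA on untransformed RPKM gave 844 with the filter and 627 without it. No filter gave 853, a filter at an RPKM of 5 gave 873, a threshold of adjusted p at most 0.01 gave 656, a pseudocount of 10 gave 416 and experiment 1 alone gave 414. These 7 came within 1.5 times of the paper's number, and the other alternatives, at 932 to 1474, did not. The paper's methods name an ANOVA on RPKM. In that unfiltered ANOVA, 607 of the 613 genes in the authors' deposited table for 4 h and 534 of the 537 in that for 18 h were called.

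At 2 weeks the paper's number is 0 and the number here is 1, Saa3. The 3 settings with an ANOVA on untransformed RPKM gave 0, and every other alternative set before the data were examined gave 1, as did removal of the GC and length trend, chosen after seeing the values. In that ANOVA the 4 groups share 1 estimate of spread. Saa3 ranged from 1198 to 12044 RPKM at 18 h and from 18.2 to 155 RPKM at 2 weeks. A call of Saa3 at 2 weeks was hardly possible there, so the 0 says little about this gene.

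The paper lists Siglech among genes down-regulated early. Here its log2 fold change at 4 h was -0.50 with an adjusted p of 0.51, none of the 16 alternatives called it (adjusted p 0.15 to 0.75), nor did the 28 fits that each left out 1 retina, and the authors' deposited table for 4 h does not list it, whereas it was called at 18 h. The paper lists Cd44 as up-regulated at 4 h, as called here, while the authors' deposited table for 4 h does not list it.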

Other observations

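Of the tests in this part, that of the summed RPKM was chosen after the result was seen.

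Other splits of the retinas into groups of the same sizes were drawn to see how often they give as many DEGs. Of 100 splits of the naïve and 4 h retinas, 1, the real one, gave as many DEGs (highest other 220), and the same held at 18 h (1 of 100, highest other 209). At 2 weeks 12 of 100 splits gave at least 1 DEG, so the count of 1 is not unusual, although only the real split had a smallest adjusted p as low as 7.6e-05. One of those splits gave 1986 genes. Its 7 retinas included 6 from experiment 1, so it partly follows the experiments, and it held naïve and 2-week libraries with few genes detected (6552, 6644 and 7088 among them). Within each experiment the 2-week comparison gave 1 DEG.

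The rise of ribosomal protein and proteasome genes at 18 h may reflect technical differences between libraries. Without the GC and length trend the medians were 0.92 and 0.88 instead of 1.10 and 1.02, which argues against that trend as the whole cause. After rescaling to equal summed RPKM the ribosomal median was 0.79 against -0.26 for all genes. Reads moved from pseudogenes to their parent genes would lower the pseudogenes, but 59 ribosomal pseudogenes rose too, with a median of 0.80 (51 higher, 8 lower). A change in the microglia is a hypothesis that these tests leave open, and pseudogene and parent reads cannot be separated in these values.

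Rod photoreceptor transcripts were abundant in all libraries, with Gngt1, the rod gene with the highest mean, between 179 and 2162 RPKM (median 822) and the 13 listed rod genes all above 1 RPKM on average in naïve retinas. Their median pairwise correlation across libraries within groups was 0.380, against a median of 0.083 for 10000 random sets of similar expression, of which 0.76% were as high. This is consistent with a varying share of rod RNA among the sorted cells, and after removal of the GC and length trend the correlation was 0.542. At 18 h the rod list had a median log2 fold change of -0.53 (camera adjusted p = 0.037, fry 0.16). This was 0.00 in experiment 1 alone and -0.23 without the fourth 18 h retina. The 7 Müller glia genes had a median of -0.99 (camera adjusted p = 0.015, fry 0.0034). Of 13 alternatives, 11 kept the camera call of the Müller glia genes. It was lost in experiment 1 alone (-0.94, camera adjusted p = 0.062) and with a replicate block (-0.67, camera adjusted p = 0.062).

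For the remaining lists, medians at 4 h, at 18 h and at 2 weeks were -0.75, -1.12 and 0.26 for the 1 neutrophil gene past the filter (Csf3r, which naïve microglia express), -0.22, 1.51 and 0.02 for 4 monocyte genes, 1.39, 0.65 and 0.10 for the 1 lymphocyte gene (Lck, at most 2.37 RPKM on average, called at 4 h by camera and fry), 1.52, 0.11 and 0.48 for 4 erythrocyte genes and -0.00, -0.02 and -0.12 for 2 endothelial genes. At 18 h camera and fry called the monocyte genes (adjusted p = 0.021 and 0.0014), of which 3 of 4 were higher. Ms4a4c rose from 25.8 to 227 RPKM, while F13a1 fell from 10.4 to 1.41 RPKM (log2 fold change -1.92, adjusted p = 0.16 from limma), so the genes did not move together. Some neutrophil genes below the filter rose at 18 h. Mean S100a8 went from 0 in naïve retinas to 2.59 RPKM and S100a9 from 0 to 1.74. Ngp and Ltf stood at 0 at 18 h, and Mmp9 did not rise (0.221 and 0.215 RPKM). The monocyte gene Ly6c2 went from 0.00279 to 1.26 RPKM. Whether other immune cells were among the sorted 18 h cells was not tested, so their share in the 18 h changes is open. Proteasome genes at 4 h and oxidative phosphorylation genes at 18 h (0.25) and 2 weeks (-0.06) were not called by both tests.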
